# Roles of Close Homologues SigB and SigD in Heat and High Light Acclimation of the Cyanobacterium *Synechocystis* sp. PCC 6803

**DOI:** 10.3390/life12020162

**Published:** 2022-01-21

**Authors:** Otso Turunen, Satu Koskinen, Juha Kurkela, Outi Karhuvaara, Kaisa Hakkila, Taina Tyystjärvi

**Keywords:** regulation of transcription, sigma factors, SigB, SigD, high light, heat stress

## Abstract

Acclimation of cyanobacterium *Synechocystis* sp. PCC6803 to suboptimal conditions is largely dependent on adjustments of gene expression, which is highly controlled by the σ factor subunits of RNA polymerase (RNAP). The SigB and SigD σ factors are close homologues. Here we show that the *sigB* and *sigD* genes are both induced in high light and heat stresses. Comparison of transcriptomes of the control strain (CS), ΔsigB, ΔsigD, ΔsigBCE (containing SigD as the only functional group 2 σ factor), and ΔsigCDE (SigB as the only functional group 2 σ factor) strains in standard, high light, and high temperature conditions revealed that the SigB and SigD factors regulate different sets of genes and SigB and SigD regulons are highly dependent on stress conditions. The SigB regulon is bigger than the SigD regulon at high temperature, whereas, in high light, the SigD regulon is bigger than the SigB regulon. Furthermore, our results show that favoring the SigB or SigD factor by deleting other group 2 σ factors does not lead to superior acclimation to high light or high temperature, indicating that all group 2 σ factors play roles in the acclimation processes.

## 1. Introduction

Efficient recycling and sustainable production of valuable compounds are major challenges of the future. Development of carbon neutral production systems and improvement of recycling could help to prevent further global warming and reduce pollution. Municipal, piggery, and dairy wastewaters, as well as anaerobic digestion reject waters, are typically nutrient rich, containing plenty of ammonium, nitrate, and phosphate [1,2]. Cyanobacteria are efficient in collecting nutrients [3] and many valuable products, including ethanol, isopropanol, butanol, biohydrogen and alkanes, have already been produced in cyanobacteria [4]. In the most tempting scenario, cyanobacteria are engineered to produce high value compounds, not only biomass, and simultaneously remediate wastewaters. For biotechnical applications, robust strains with high acclimation capacity are beneficial. Keeping up constant optimal environmental conditions, such as optimal temperature and constant light, is expensive, and using wastewater as a growth medium might cause additional problems; wastewaters typically contain harmful chemicals, and their nutrient balance is variable and not optimal.

Acclimation of cyanobacteria to suboptimal conditions is strongly dependent on changes in gene expression. In cyanobacteria, regulatory σ subunits of the RNA polymerase (RNAP) play major roles in acclimation responses. In optimal growth conditions, the RNAP core mainly recruits the primary σ factor that guides RNAP to transcribe housekeeping genes [5]. In suboptimal conditions, RNAP holoenzymes bearing stress-condition-specific alternative σ factor(s) become abundant and change the transcriptome to allow acclimation to that particular stress [5,6]. The cyanobacterium *Synechocystis* sp. PCC 6803 contains nine different σ factors. SigA is a primary σ factor that is mainly responsible for transcription of housekeeping genes during exponential growth; SigB, SigC, SigD, and SigE are group 2 σ factors that play major roles when cells acclimate to suboptimal conditions, and SigF, SigG, SigH, and SigI are group 3 σ factors [6]. Construction of robust cell factory strains might be possible via modification of the σ factor content of cells [7], and highly similar group 2 σ factors SigB and SigD [8,9] are of particular interest in the construction of robust production strains.

The expression of the SigB gene is typically transiently up-regulated when *Synechocystis* cells are transferred from standard conditions to stress conditions, such as high temperature [10,11], high salt [8,12,13], or from darkness to light [14]. The expression of the *sigD* gene is enhanced in high light [9,14], and cells do not acclimate properly to high light without the SigD factor [8,15].

The amounts of SigB and SigD proteins are highly dependent on environmental conditions and so is the formation of the transcription initiation competent RNAP-SigB and RNAP-SigD holenzymes. The amount of the RNAP-SigD holoenzyme decreases in darkness and increases in high light, compared to the standard conditions, whereas formation of the RNAP-SigB holoenzyme is induced by high temperature or salt treatments [5]. Furthermore, inactivation of the other group 2 σ factors influences the amount of the remaining group 2 σ factor, and the amounts of SigB and SigD proteins increase two-fold if the other group 2 σ factors are knocked out [16].

To get a more comprehensive picture of the roles of SigB and SigD factors, the performance of ΔsigB, ΔsigD, ΔsigCDE, and ΔsigBCE strains were studied in heat and high light conditions. In addition, the transcriptomes of the ΔsigB, ΔsigD, ΔsigCDE, and ΔsigBCE strains were compared in standard growth conditions and after heat and high light treatments, in order to characterize the specific regulons of SigB and SigD in these stress conditions.

## 2. Material and Methods

### 2.1. Strains 

The glucose tolerant strain of *Synechocystis* sp. PCC 6803 (CS) was used as a control and host strain [8]. The construction of ΔsigB, ΔsigD [8], ΔsigBCE, and ΔsigCDE [17] strains has been described earlier. Single and triple inactivation strains were maintained on BG-11 plates in standard growth conditions in the presence of appropriate antibiotics, as described earlier [8,17], but antibiotics were omitted from liquid cultures.

To study the *sigB* and *sigD* promoters, P_sigB_- and P_sigD_-lux strains were constructed. First, a nourseotricine resistance cassette (NAT) with the *rrnBT1* transcription terminator sequence of *E. coli* was released as a HindII fragment from plasmid pGEM-NATter (generous gift from L. Lopez-Maury), and the single stranded ends of the DNA fragment were filled with Klenow enzyme. This NAT fragment was then cloned into the SmaI site after the *luxCDABE* operon into the pTETlux plasmid (generous gift from Marko Virta) to obtain the pTETluxNAT plasmid. Either the 402 bp long fragments of upstream from the coding region of the *sigB* gene (Figure 1A) or 284 bp long upstream fragment of the *sigD* gene (Figure 1B) was used to control the expression of the *lux* operon. For insertion to the *Synechocystis* chromosome, the 200 bp long upstream and downstream regions of the *psbA1* gene were inserted to the both ends of the construct containing the lux operon under the sigB or sigD promoter and NAT cassette (Figure 1A,B). The *psbA1* gene was selected, as it is practically silent in all conditions used in this study and only expressed in low oxygen conditions [18,19]. Synthetic DNA fragments were purchased from GenScript Biotech (New Jersey, NJ, USA). Then plasmids pP_sigB_lux and pP_sigD_lux were transformed to the glucose tolerant control strain of *Synechocystis* sp. PCC6803. Colonies appeared after one week on BG-11 plates supplemented with nourseothricin (10 μg/mL), and they were streaked on new selective plates once a week for eight weeks. Thereafter, the segregation of PsigB- and PsigD-lux strains was verified with PCR, as described in [10], using the primers 5′-CCGCTACCACCTGTTTTATTA-3′ and 5′- TCGGCCCAGGTGCTCACG- 3′. Finally, the modified areas of the genome in PsigB- and PsigD-lux strains were sequenced to confirm that they were as planned.

### 2.2. Growth at Standard, High Temperature and High Light Conditions

The cells were grown as 30-mL batch cultures in 100-mL Erlenmyer flasks in BG-11 medium that was buffered with 20 mM Hepes, pH 7.5. For standard growth conditions, cells were grown at 32 °C under continuous illumination at the photosynthetic photon flux density (PPFD) of 40 μmol m^−2^s^−1^ in ambient air. The light source was a mixture of fluorescent tubes, light colors 865 and 840 (Osram (Munich, Germany)/Philips (Amsterdam, The Netherlands)). The flasks were shaken at 90 rpm.

To induce long-term, high temperature stress, the OD_730_ of the cell culture was set to 0.06, and 30-mL cell cultures in 100-mL Erlenmyer flasks were grown in Hepes-buffered (pH 7.5) BG-11 medium at 42 °C or at 40 °C, as indicated, PPFD 40 μmol m^−2^s^−1^, ambient air. Cells were grown in Climatic Chamber KK1200 (Pol-Eko Aparatura^®^, Wodzisław Śląski, Poland), the same light source as in standard conditions was used, and the temperature was monitored during experiments. Three independent biological replicates were tested.

To test growth in high light, the OD_730_ of the cell culture was set to 0.06, and 30-mL cell cultures in 100-mL Erlenmyer flasks were grown in Hepes-buffered (pH 7.5) BG-11 medium, PPFD of 750, 500, or 120 μmol m^−2^s^−1^ at 32 °C in ambient air. Cells were grown in a Novotron^®^ TR-225 chamber (Infors AG, Bottmingen, Switzerland), and illuminated using Heliospectra L4A lamp (Heliospectra, Göteborg, Sweden). The lamp setting were 400 nm = 200, 420 nm = 400, 450 nm = 450, 530 nm = 1000, 630 nm = 1000, 660 nm = 900, 735 nm = 0. Neutral density filters 0.3 ND and 0.6 ND (LEE Filters, Hampshire, UK) were used to adjust light intensity. Temperature was monitored during experiments. Three independent biological replicates were tested.

Growth was monitored by measuring OD_730_ once a day. Dense cultures were diluted, so that the measured OD_730_ did not exceed 0.4, and the dilutions were taken into account when the results were calculated. In vivo absorption spectra were measured from 2-day old cells, as described in [16].

### 2.3. Imaging Cell Cultures

Images of cultures were taken with a Canon EOS 250D camera (Canon, Tokio, Japan) equipped with a Canon Compact-Macro EF 50 mm lens (Canon, Tokio, Japan), after 2 and 3 days of growth. For single cell imaging, cells were diluted to OD_730_ of 0.0175, 100 µL of each culture was transferred to a 96-well plate, and images were taken with a Nikon Eclipse Ti2-E-microscope (Nikon, Tokio, Japan) and Nikon DS-Fi3-camera (Nikon, Tokio, Japan).

### 2.4. Activities of sigB and sigD Promoters

The lux reporter gene operon was expressed under the *sigB* or *sigD* promoters. The construction of these strains is described above. Bacterial strains containing the whole lux operon are expected to produce light without the addition of a substrate. However, in *Synechocystis*, we found that the addition of the substrate decanal greatly enhanced the light signal. The CS, PsigB-lux, and PsigD-lux cultures were grown in standard growth conditions for three days. Prior to measurements, 200 μL of cell cultures were supplemented with 0.1 mM decanal in microplate wells (black, flat, clear bottom polystyrol, Corning), after which cells were incubated in standard, high temperature (40 °C) or high light (PPFD 380 μmol m^−2^s^−1^) conditions for 15 min, and then luminescence and OD_730_ were measured with a plate reader (Infinite Pro200, Tecan, Männedorf Switzerland). Luminescence values were calculated relative to OD_730_.

### 2.5. RNAseq Analysis

Thirty-ml cell cultures were grown for three days in standard conditions (to OD_730_ 0.6). Cells were then collected from the standard conditions or treated for 1 h at the PPFD of 750 μmol photons m^−2^ s^−1^ or 1 h at 42 °C, as indicated, maintaining the other conditions same as in the standard conditions. Three biological replicates were prepared for each treatment. A total of 15 mL of cell suspension was poured to a pre-frozen centrifugation tube, and a cell pellet was collected by centrifugation at 7000× *g* for 5 min at 4 °C. Cell pellets were frozen in liquid nitrogen. Isolation of total RNA was done with the hot phenol method [20]. Sequencing libraries for total RNA samples were prepared using Illumina TruSeq Stranded mRNA kit protocol. The quality of the library was confirmed using the Advanced Analytical Fragment Analyzer (Advanced Analytical Technologies, Heidelberg, Germany), and the concentrations of the libraries were quantified with Qubit^®^ Fluorometric Quantitation (Life Technologies, ThermoFisher, Waltham, MA, USA). Sequencing was done with a HiSeq2500 Next Generation Sequencing platform at the Finnish Functional Genomics Centre. The quality control of raw sequencing reads was performed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ accesed on 20 November 2020). Reads were aligned to the *Synechocystis* sp. PCC 6803 (Moscow strain) reference genome (Ensemble release 35) using HISAT2 [21]. HTseq-count [22] was used to calculate summarized read counts for each gene, except that the two ribosomal RNA operons were excluded from the analysis. DESeq2 [23] was used to identify differentially expressed genes. Wald test statistic is used for hypothesis testing in DESeq2. Genes with a false discovery rate, <0.05, were considered to show significantly changed expression. Data analysis was done with the CSC’s Chipster v.4 platform [24]. We considered the gene to be up- or down-regulated in a mutant strain if its expression was at least two-fold up-regulated (log_2_ fold change ≥ 1) or down-regulated to one half or less (log_2_ fold change ≤ −1), compared to the CS strain in the same conditions, respectively.

For regulon analysis, we chose genes showing a log_2_ fold change ≥ 1 or ≤ −1 in at least one of the mutant strains, compared to the control strain in the same conditions. Genes were assigned to the SigB regulon if they were significantly down-regulated both in ΔsigB and ΔsigBCE strains, but not in the other strains (up-regulation in ΔsigCDE was allowed), or significantly up-regulated both in ΔsigB and ΔsigBCE strains, but not in the other mutant strains (down-regulation in ΔsigCDE was allowed). Genes were assigned to the SigD regulon if they significantly down-regulated both in ΔsigD and ΔsigCDE strains, but not in the other mutant strains (up-regulation in ΔsigBCE was allowed), or significantly up-regulated both in ΔsigD and ΔsigCDE strains, but not in the other mutant strains (down-regulation in ΔsigBCE was allowed). Genes simultaneously significantly down- or up-regulated in both triple mutant strains, but not in the single mutants, were considered to belong the SigC and/or SigE regulons. Since the ΔsigC and ΔsigE strains were not included in the study, we cannot tell whether a gene belongs to the SigC or the SigE regulon. To visualize the results, heat maps were created using a web tool [25]. RNAseq data are available in GEO (accession GSE192357).

## 3. Results

### 3.1. Response of Promoters of sigB and sigD Genes to Heat and High Light

To study the specific roles of SigB and SigD factors, we first measured the response of *sigB* and *sigD* promoters to heat and high light. To that end, the predicted promoter regions of *sigB* and *sigD* genes were cloned in front of the *luxCDABE* operon from *Photorhabdus luminescens*, and the non-essential *psbA1* gene was replaced from *Synechocystis* genome with these constructs to produce PsigB- and PsigD-lux strains (Figure 1A–C). The whole *luxCDABE* operon, as such, is able to induce production of luminescence in *E. coli*. However, in *Synechocystis*, measured luminescence levels were low, without the addition of the substrate decanal; the decanal was, therefore, added to cell samples 15 min prior to measurements.

The background luminescence signal from the control strain without the *lux* construct was negligibly low in all studied conditions (Figure 1D). Luminescence levels remained low in PsigB- and PsigD-lux strains in standard growth conditions (Figure 1D). In high light, luminescence of the PsigD-lux strain increased almost five-fold, whereas that of the PsigB-lux strain was tripled (Figure 1D). At high temperature, the luminescence levels of PsigB- and PsigD-lux strains were 2.2- and 1.4-fold higher than in the standard growth conditions, respectively. These results indicate that both *sigB* and *sigD* genes are activated by high light and temperature, suggesting that SigB and SigD play roles in acclimation to these stress conditions.

### 3.2. Comparison of Transcript Profiles of sigB and sigD Deletion Strains in Standard Growth Conditions

To better understand the roles of SigB and SigD σ factors, we compared transcriptomes of ΔsigB, ΔsigD, ΔsigBCE (with SigD as the only functional group 2 σ factor), and ΔsigCDE (SigB as the only functional group 2 σ factor) strains. Total RNA was analyzed from three biological replicates with RNAseq. In addition to our standard growth conditions, we also analyzed samples after 1 h treatments at high temperature (42 °C) or light (PPFD 750 μmol m^−2^s^−1^). 

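RNA sequencing measured transcripts in 5 strains of the cyanobacterium *Synechocystis*, the glucose tolerant control strain CS and the mutants ΔsigB, ΔsigD, ΔsigBCE and ΔsigCDE. Each strain was sampled in 3 conditions, namely standard, high temperature and high light, and 3 cultures per strain and condition gave 45 libraries. The temperature of the heat treatment is 42 °C in the paper and in the deposited series design, whereas the labels of these libraries and the title of Table S2 give 40 °C. According to the paper, stranded libraries were sequenced on a HiSeq instrument, the reads were aligned with HISAT2 to the genome of the Moscow strain and counted per gene with HTSeq-count, and the rRNA operons were excluded. The authors deposited the number of reads counted on each annotated feature in each library, without normalization. Most reads of every library were not assigned to a gene, because HTSeq-count set aside 96.4% to 98.3% of them for a low alignment quality. Between 0.984% and 2.14% of the reads in a file were counted on genes, and the median count of a feature lay between 6 and 37 reads per library.

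In the standard condition, 107139 to 139727 reads per library were counted on genes in CS (median 121701), 141269 to 239530 in ΔsigB (median 210325), 130857 to 171549 in ΔsigD (median 152558), 228580 to 374275 in ΔsigBCE (median 233275) and 138393 to 146059 in ΔsigCDE (median 143642). At high temperature, the totals were 153390 to 226278 in CS (median 202693), 145864 to 390631 in ΔsigB (median 229513), 154864 to 194864 in ΔsigD (median 171227), 194138 to 309807 in ΔsigBCE (median 290999) and 190667 to 251812 in ΔsigCDE (median 231897). In high light, they were 101492 to 196130 in CS (median 157230), 180249 to 577528 in ΔsigB (median 221627), 128006 to 217617 in ΔsigD (median 166123), 351830 to 444234 in ΔsigBCE (median 368020) and 129448 to 180482 in ΔsigCDE (median 132337). In these libraries, the median standard error of a log2 fold change between a mutant and CS was between 0.31 and 0.37 in the 12 comparisons. Features are listed by IDs that the files do not pair with gene names, and 0 IDs matched the gene table of the reference used here. The genes that the paper names could therefore not be looked up, and counts of genes are given instead. The inactivated σ factor genes could not be looked up either. As a check of the strains that needs no names, 1 feature with 100 or more reads over the CS libraries had 0 reads in all 9 ΔsigB and all 9 ΔsigBCE libraries, and 0 features with as many CS reads were at 0 in all 9 ΔsigD or all 9 ΔsigCDE libraries. It was 1 of 5 features with consecutive IDs, AGF53824-1 to AGF53828-1, that together had 331 reads in the 9 CS libraries and 1 read in the 18 libraries of ΔsigB and ΔsigBCE.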

We selected 1 h treatment to allow the accumulation of SigB and SigD proteins after the stress-induced induction of *sigB* and *sigD* genes [5].

All genes showing statistically significant difference in at least one of the mutant strains, compared to the CS strain in standard growth conditions, are listed in Supplemental Table S1. 

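The counts were tested with edgeR's quasi-likelihood test after TMM normalization. A standard error given here is derived from this test, as the absolute log2 fold change divided by the square root of its F statistic. The 15 libraries of a condition entered a common fit, each mutant was compared with CS in the same condition, and p values were adjusted by the Benjamini-Hochberg method. A gene is called differentially expressed here at an adjusted p under 0.05 and a change of at least 2-fold. Features with too few reads were left out with edgeR's filter, which kept 2367 features in the standard condition, 2515 at high temperature and 2425 in high light. In simulated counts of the standard condition with known changes, 26% to 46% of the genes changed 2-fold and 84% to 86% of those with a log2 change of 2 were found, depending on the mutant.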

For further analysis, we selected only genes whose expression was at least twice of that measured in CS or down-regulated to only half of that measured in CS in at least one of the mutant strains. Using these criteria, 43 genes showed differential expression in at least one of the mutant strains, compared to the control strain (Supplemental Table S1; Figure 2A); the inactivated group 2 σ factors were not included in these analyses. 

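At these settings, 72 genes were differentially expressed in at least 1 mutant in the standard condition. In 50 simulations of 4 unchanged mutants and CS in this condition, between 0 and 2 genes were. Simulated counts were drawn independently, so they hold no departures of whole libraries and can give too few genes. The count of 72 depended most on the adjustment for multiple testing, since 338 genes passed at an unadjusted p under 0.05. It fell to 23 without CS replicate 2, to 33 without CS replicate 3 and to 47 without ΔsigBCE replicate 3, and rose to 127 without ΔsigCDE replicate 2. The inactivated σ factor genes were not removed from the counted genes.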

In the triple mutants, more genes (18 in ΔsigBCE and 22 in ΔsigCDE) showed at least 2-fold differential expression than in the single mutants (12 in ΔsigB and 5 in ΔsigD). 

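The 2 triple mutants had the higher counts, 39 genes in ΔsigBCE (6 up-regulated and 33 down-regulated) and 25 in ΔsigCDE (4 and 21), against 19 in ΔsigB and 2 in ΔsigD, all down-regulated. Whether a triple mutant differed from a single mutant was not tested gene by gene. The count of ΔsigBCE was 19, 12 and 25 without CS replicates 1, 2 and 3, and 13, 24 and 18 without its own replicates 1, 2 and 3. In ΔsigCDE, 10 and 9 genes were found without CS replicates 2 and 3, 9, 79 and 10 without its own replicates 1, 2 and 3, and 43 without ΔsigD replicate 1. For ΔsigB, the count was 6 and 3 without CS replicates 2 and 3, and 10, 7 and 6 without its own replicates 1, 2 and 3. The count of ΔsigD became 9 without CS replicate 1 and 1 without CS replicate 2, CS replicate 3, ΔsigB replicate 3, ΔsigD replicate 1, ΔsigD replicate 3 or ΔsigCDE replicate 3. The order did not hold in 4 of the 15 fits with 1 library left out. ΔsigBCE had 19 genes and ΔsigB 20 without CS replicate 1, ΔsigBCE 13 and ΔsigB 16 without ΔsigBCE replicate 1, and ΔsigCDE 9 or 10 and ΔsigB 16 without ΔsigCDE replicate 1 or 3.

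**Figure D1:**
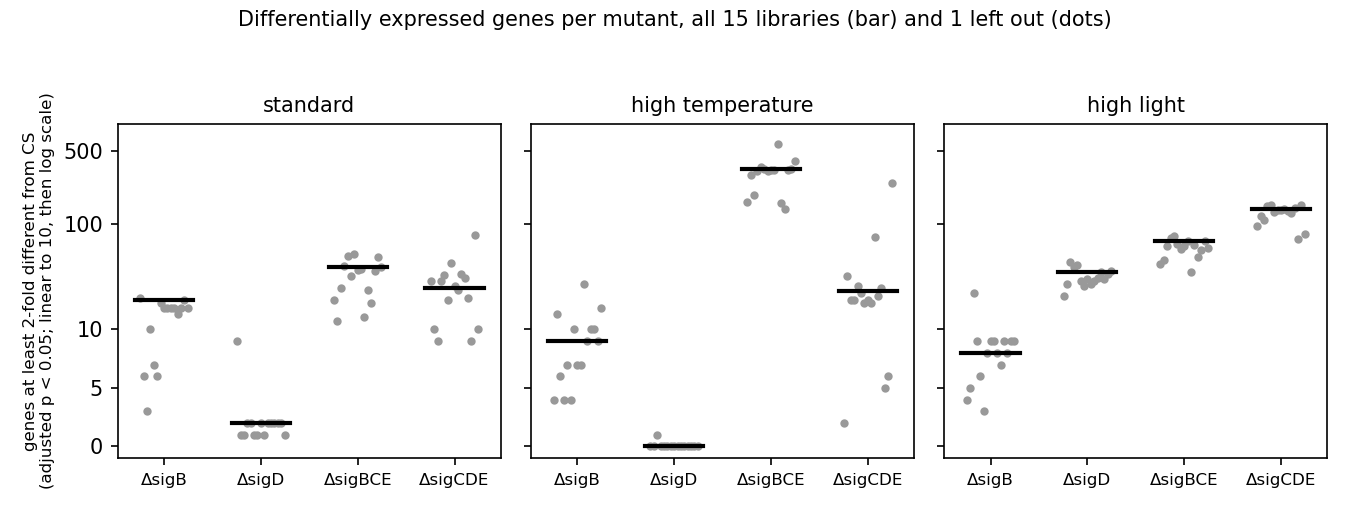
Differentially expressed genes (y axis, number of genes, linear up to 10 and logarithmic above) in each mutant and condition (x axis). Bars give the count with all 15 libraries of the condition and points the counts with 1 library left out. The points of ΔsigCDE at high temperature reach from 2 to 245 genes around a bar of 23.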

The majority of differentially expressed genes, 24, belongs to Cyanobase categories unknown or hypothetical.

We selected genes showing either two-fold up- or down-regulation in at least one of the mutant strains for regulon analysis. The criteria placing genes to different regulons are described in Section 2.5. Note that when counting differently expressed genes in a mutant strain, we only count those ones that show at least two-fold expression differences, whereas in regulon analysis genes whose expression difference is less than two-fold, but significant, were counted. 

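By the paper's criteria, 3 genes fell in the SigB regulon of the standard condition, and each was down-regulated in ΔsigB and ΔsigBCE. In these 2 mutants 1 of the 3, AGF53826-1, had 0 reads in every library, and whether it is the inactivated gene is not known. A single gene was left without CS replicate 2, ΔsigB replicate 3, ΔsigBCE replicate 2 or ΔsigBCE replicate 3. In each of these fits it was a feature with at most 1 read over the ΔsigB and ΔsigBCE libraries. With DESeq2 in place of edgeR, the regulon held 4 genes, of which 1 was up-regulated. None of the 50 simulations of unchanged mutants placed a gene in it, but they hold no departures of whole libraries.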

In standard conditions, the SigB regulon comprises of the *norB*, *slr0284*, *slr1236*, and *slr1207* genes, whose expression was down-regulated in ΔsigB and ΔsigBCE (Figure 2A). SigD-dependent transcripts were the *slr1612*, *ssl1263*, *fed7*, and *ycf35* genes (Figure 2A). 

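The same criteria put 2 genes in the SigD regulon, down-regulated in ΔsigD and ΔsigCDE. Only 1 gene was left without CS replicate 2, CS replicate 3, ΔsigB replicate 3, ΔsigD replicate 1, ΔsigD replicate 3 or ΔsigCDE replicate 3. In simulated counts with known SigD-dependent genes, 20% of those with a 2-fold change and 80% of those with a log2 change of 2 were placed in this regulon, so a longer list cannot be excluded with these libraries.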

Nine genes (*tal*, *ssl1533*, *gnd*, *sll0098*, *sll0543*, *slr0978*, *hik35*, *opcA*, and *slr0869*) were down-regulated and one (*sll1219*) was up-regulated in both triple inactivation strains, but not in the single mutants, suggesting that these genes are controlled by SigC or SigE factors rather than by SigB or SigD factors (Figure 2A). 

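Down-regulation in both triple mutants but not in the single mutants was found for 4 genes, and up-regulation for 1 gene. Their number changed to 2 without CS replicate 3, 8 without ΔsigB replicate 2, 11 without ΔsigD replicate 1, 3 without ΔsigBCE replicate 1 and 2 without ΔsigBCE replicate 3. Without ΔsigCDE replicates 1, 2 and 3, it was 3, 10 and 3.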

Two of the genes, *sll0407* and *ssr2153,* were significantly down-regulated in all mutant strains. 

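In edgeR's test with Benjamini-Hochberg adjustment, 0 genes were down-regulated in all 4 mutants, and DESeq2 also gave 0. At an unadjusted p under 0.05, 16 genes were down-regulated in every mutant by edgeR and 9 by DESeq2. Because all 4 comparisons share the CS libraries, a value that is high in CS by chance lowers the gene in every mutant.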

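At any size of change, 19 of the 2367 tested genes had an adjusted p under 0.05 in ΔsigB, 2 in ΔsigD, 42 in ΔsigBCE and 27 in ΔsigCDE. Without adjustment, 197, 171, 400 and 379 genes in the same order had a p under 0.05, where chance gives 118, so the adjusted counts do not show how many genes differ. The median log2 fold change over all tested genes was 0.02 in ΔsigB and 0.00 in each of the other mutants. Every CS library lay above or below every library of the mutant for 14.4% of the genes in ΔsigB, 12.1% in ΔsigD, 24.5% in ΔsigBCE and 20.4% in ΔsigCDE, where chance gives 10%. Across genes, the log2 fold changes of ΔsigD and ΔsigCDE correlated with r = 0.609, above the 0.489 to 0.582 that simulated unchanged strains with a common set of simulated CS libraries gave. The correlations of ΔsigB with ΔsigBCE (0.599), ΔsigB with ΔsigD (0.595) and ΔsigBCE with ΔsigCDE (0.594) lay within their simulated ranges, 0.567 to 0.625, 0.513 to 0.614 and 0.536 to 0.612. With AGF53826-1 left out, which had 0 reads in all ΔsigB and ΔsigBCE libraries, these 3 correlations were 0.566, 0.621 and 0.612, and no simulation was made without it. Genes are not independent replicates, so these 4 correlations have no p value. ΔsigD replicate 1 carried part of the first of them, which was 0.346 without it, and that of ΔsigB with ΔsigD was 0.409 without the same library.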

Overall, transcriptional differences between the strains were small; accordingly, similar growth rates were measured for all strains in standard growth conditions (Figure 2B).

### 3.3. SigB Regulon Is Bigger Than SigD Regulon at High Temperature

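Whether a mutant's effect was larger after the heat treatment than before it was tested gene by gene, as the difference between the 2 log2 fold changes of the mutant against CS over 12 libraries. In edgeR's test, 0 genes had an adjusted p under 0.05 in ΔsigB, ΔsigD, ΔsigBCE or ΔsigCDE. At an unadjusted p under 0.05, 110, 112, 263 and 146 genes differed in these strains, and DESeq2 called 0, 0, 0 and 2. Single libraries decided these counts. In ΔsigBCE, 59 genes differed without its high temperature replicate 1. In ΔsigCDE, 12 differed without CS high temperature replicate 2, 10 without its own high temperature replicate 3 and 1 without its own standard replicate 1. In ΔsigD, 3 differed without CS high temperature replicate 2 and 1 without CS standard replicate 3.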

In a high temperature treatment, the number of differently expressed genes in the mutant strains was higher than in standard growth conditions (Supplemental Table S2). In total, 221 genes were at least two-fold up- or down-regulated in at least one of the mutant strains, compared to the control strain after 1 h treatment at 42 °C (Figure 3). 

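Over the 4 mutants, 350 genes were differentially expressed after the heat treatment, where simulated unchanged strains gave at most 3. Those simulations hold no departures of whole libraries, so 3 is not an upper limit for unchanged strains. The count of 350 was 166 and 198 without CS replicates 1 and 3, 619, 172 and 155 without ΔsigBCE replicates 1, 2 and 3, and 551 without ΔsigCDE replicate 3. An unadjusted p under 0.05 passed 623 genes.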

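At high temperature, 9 genes were differentially expressed in ΔsigB, all down-regulated, with edgeR's test. Of these, 4 had at most 1 read over the 18 libraries of ΔsigB and ΔsigBCE, and 5 were left without them. DESeq2 called 17 genes, of which 5 were up-regulated and 12 down-regulated. The edgeR count was 4 and 14 without CS replicates 1 and 2, 4 without ΔsigB replicate 1 or 3, 27 without ΔsigBCE replicate 1 and 16 without ΔsigCDE replicate 3. In ΔsigD, edgeR called 0 of 2515 genes and DESeq2 also 0, while 109 genes had an unadjusted p under 0.05 in edgeR, where chance alone gives 126. Without CS replicate 3, 1 gene was called in ΔsigD. In simulated counts of this condition, 28% of the genes with a 2-fold change in ΔsigD and 74% of those with a log2 change of 2 were found.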

In the ΔsigB strain 25 genes and in ΔsigD strain 7 genes were differently regulated. In ΔsigCDE and ΔsigBCE, 51 and 172 genes were differently expressed, in comparison to the CS strain, respectively. Of these genes, 27 genes were up-regulated and 31 down-regulated in both triple inactivation strains but showed normal expression in both single mutants (Figure 3), indicating that the expression of 58 (27 + 31) genes was dependent on SigC or SigE factors, not SigB or SigD factors.

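ΔsigBCE had 340 differentially expressed genes at high temperature, 153 up-regulated and 187 down-regulated, and ΔsigCDE had 23, of which 3 were up-regulated. Without CS replicates 1 and 3 the count of ΔsigBCE was 165 and 191, and without its own replicates 1, 2 and 3 it was 581, 161 and 140. The count of ΔsigCDE was 2 without CS replicate 1, 76 without ΔsigBCE replicate 1, 5 and 6 without its own replicates 1 and 2, and 245 without its own replicate 3. In each of these fits ΔsigBCE had the higher count of the 2 strains. The log2 fold changes of both triple mutants correlated with r = 0.588 across genes, and simulated unchanged strains gave 0.520 to 0.599.

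Among the called IDs whose libraries did not overlap with those of CS, AGF52191-1 rose most in ΔsigBCE, with 148 ± 88.9 CPM (reads scaled to an equal library total after its adjustment by TMM; SD, n = 3) against 16.9 ± 5.20 (SD, n = 3) in CS. Its log2 fold change was 3.17 (standard error 0.77, adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This rise rests on few reads. AGF52191-1 had 3, 2 and 4 reads in CS replicates 1, 2 and 3, and 8, 72 and 69 in those of ΔsigBCE. The adjusted p of AGF52191-1 was 0.064 without CS replicate 1 and 0.0552 without ΔsigBCE replicate 3. With 1 library left out, AGF51438-1 was ahead of it without CS replicate 2 (log2 fold changes of 3.42 and 3.07) and without ΔsigBCE replicate 2 (3.17 and 2.92). With every library in place, AGF51438-1 followed with 520 ± 338 CPM (SD, n = 3) against 69.4 ± 35.4 (SD, n = 3), a log2 fold change of 2.97 (standard error 0.44, adjusted p = 0.000394 from the same edgeR test), which stayed between 2.29 and 3.42 with each library left out. By fitted fold change, the 2 largest falls were AGF53826-1 and AGF53828-1, with 0 reads in each of the 3 ΔsigBCE libraries. In CS these had 97.9 ± 41.4 and 82.2 ± 21.7 CPM (SD, n = 3). Against a floor of 3 reads over the 3 ΔsigBCE libraries, or 3.38 CPM, AGF53826-1 was at least 29.0-fold lower and AGF53828-1 at least 24.3-fold lower, a limit that covers counting error only. The adjusted p in ΔsigBCE was 9.03e-05 for AGF53826-1 and 5.91e-05 for AGF53828-1 (edgeR). They had 0 reads in the ΔsigB libraries as well, with an adjusted p of 0.00045 there for both, while in ΔsigD and ΔsigCDE their adjusted p was at least 0.583. AGF53824-1 and AGF53827-1 also had 0 reads in ΔsigBCE, so the order of these falls rests on the reads in CS. All of these are among 5 features with consecutive IDs that had at most 1 read each over the 18 libraries of ΔsigB and ΔsigBCE, the 2 mutants without sigB. Whether one of them is the inactivated gene is not known, since no names are given for them. ΔsigBCE at high temperature was chosen for the named IDs after its count was seen.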

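Regulation in both triple mutants but not in the single mutants was found for 16 genes at high temperature, 2 up-regulated and 14 down-regulated. With 1 library left out, this number depended strongly on the library. It was 1 without CS replicate 1, 10 without ΔsigD replicate 3, 50 without ΔsigBCE replicate 1, 5 and 6 without ΔsigCDE replicates 1 and 2, and 119 without ΔsigCDE replicate 3. Of the 50 genes found without ΔsigBCE replicate 1, 18 were up-regulated, as were 53 of the 119. The fits with 6 libraries each (a mutant and CS alone) gave 8 genes, and DESeq2 gave 18, of which 5 were up-regulated. At an unadjusted p under 0.05, edgeR gave 158 genes.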

Only a few genes can be considered to belong to the SigD regulon at high temperature. 

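By edgeR's test with adjustment, 0 genes met the criteria for the SigD regulon at high temperature, with every library in place and with each of the 15 libraries left out in turn. DESeq2 also gave 0, and fits with 6 libraries each gave 1 gene. At an unadjusted p under 0.05 the regulon held 19 genes by edgeR, 17 of them down-regulated, and 15 by DESeq2. In simulated counts, 10% of the SigD-dependent genes with a 2-fold change and 70% of those with a log2 change of 2 were assigned to this regulon. Genes of small effect would therefore mostly be missed with these libraries.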

The SigD regulon includes the down-regulated genes *ycf35, rre12*, *ssl1263*, *sll1862*, and *slr0888*, as well as the *cmp* operon (Figure 4). The *cmp* genes encode the bicarbonate transporter BCT1, and Rre12 has been connected to chemotaxis in unfavorable conditions, whereas the biological functions of other genes in the regulon remains to be solved.

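For SigB at high temperature, 9 genes met the criteria, and all were down-regulated in both ΔsigB and ΔsigBCE. Over the 18 libraries of these 2 mutants, 4 of the 9 had at most 1 read (AGF53824-1, AGF53826-1, AGF53827-1 and AGF53828-1). With DESeq2, 15 genes met them, of which 4 were up-regulated and none was one of these 4 features. DESeq2 did call AGF53826-1 and AGF53828-1 in ΔsigBCE (adjusted p of 2.53e-06 and 5.91e-06 by its test). Genes to which it gave no adjusted p counted as unchanged. Absence from its regulon is therefore not evidence against a fall of these features. The edgeR number was 4 and 5 without CS replicates 1 and 3, 4 without ΔsigB replicate 1 or 3, 23 without ΔsigBCE replicate 1 and 15 without ΔsigCDE replicate 3. All 9 genes with an adjusted p under 0.05 in ΔsigB also had one in ΔsigBCE with the same direction. An unadjusted p under 0.05 would place 73 genes in the regulon, 14 of them up-regulated. None of the 50 simulations of unchanged strains placed a gene in it, but they hold no departures of whole libraries.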

The SigB high-temperature regulon comprised of 36 genes. The up-regulated genes include *pilA1* (a major structural protein of the pilus), *glcD* (a subunit of glycolate oxidase)*, rps12* (a protein of the small ribosomal subunit), *hemA* (transfer RNA-Gln reductase), and the *slr0442* and *slr1686* genes. The down-regulated genes include *exbD* (a putative biopolymer export protein), *ftsH* (a PSII repair machinery metalloprotease), *gdhB* (a putative glucose dehydrogenase), *psb28-2* (Photosystem II subunit), *clpC* (ATPase subunit of Clp protease), *pacS* (copper-transporting P-type ATPase), *trxA* (thioredoxin), *sufA* (FeS cluster assembly accessory/regulatory protein), and *ctpB* (periplasmic carboxyterminal protease) genes, as well as 23 open reading frames encoding proteins with unknown functions (Figure 3). As so many genes of this regulon belong to categories hypothetical/unknown, it remains to be elucidated how the SigB regulon actually helps cells to acclimate to high temperature. Gene expression results suggest that the SigB factor might play a more important role at high temperature than the SigD factor, as the SigB regulon is six times bigger than the SigD regulon. However, it should be noted that more genes actually belong to the SigC and SigE regulons (58 genes) than the SigB and SigD regulons (42 genes) at high temperature.

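The larger size of the SigB regulon than of the SigD regulon at high temperature held with edgeR, with DESeq2, in the fits with 6 libraries each (8 genes against 1), at unadjusted p values and with each library left out. It also held without the 4 SigB genes that had at most 1 read over the ΔsigB and ΔsigBCE libraries, with 5 genes left against 0 by edgeR's adjusted test. The number left depended on single libraries. Such features made up 3 of the 4 regulon genes without CS replicate 1 or ΔsigB replicate 1 or 3. They made up 4 of 5 without CS replicate 3 and 4 of 23 without ΔsigBCE replicate 1. Across genes, the correlation of ΔsigB with ΔsigBCE (r = 0.573) lay within the 0.497 to 0.593 of simulated unchanged strains that share simulated CS libraries, and was 0.497 without those features. That of ΔsigD with ΔsigCDE (0.350) lay below its simulated range of 0.482 to 0.559, and that of ΔsigB with ΔsigD (0.301) below 0.449 to 0.533. Without CS replicate 2 the latter was 0.466, inside the range simulated with every library. From the sizes of the 2 regulons, the paper proposes that SigB might matter more than SigD at high temperature.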

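More genes met the criteria for SigC or SigE than those for SigB and SigD together in most fits, but the difference was small in several of them. Without CS replicate 1 the order was the opposite, 1 gene for SigC or SigE against 4 for SigB. In the fits with 6 libraries each, 8 genes stood against 9, so the order did not hold there either. With all libraries DESeq2 gave 18 against 15, and without ΔsigCDE replicates 1 and 2 edgeR gave 5 against 10 and 6 against 9, again the opposite order.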

The importance of SigB and SigD during long-term exposure to high temperature was tested by growing cells at 42 °C. In comparison to the standard growth conditions, growth of all strains slowed down at 42 °C. After the first day at 42 °C, the OD_730_ was only half of that measured in the standard growth conditions (Figure 4A). Both triple inactivation strains grew more slowly than the CS strain at 42 °C, whereas ΔsigD and ΔsigB strains grew like the CS strain. The growth rates of all strains decreased upon prolonged high temperature treatment; after the third day, the cultures started to decline and died in less than one week. These results indicate that 42 °C is a too high temperature for maintaining *Synechocystis* cells. At 40 °C, CS cells continued to grow for a whole one-week experiment, indicating that 40 °C is a permissive condition (Figure 4B). At 40 °C, growth of the triple inactivation strains did not differ from that measured for CS. Single mutants grew like the CS for the first three days; after that, the growth of the ΔsigD strain decelerated more than that of the other strains.

### 3.4. The SigD Regulon Is Bigger in High Light Than the SigB Regulon

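After the high light treatment, 7 genes were down-regulated and 1 up-regulated at least 2-fold in ΔsigB, among the 2425 genes tested. DESeq2 called 8 down-regulated and 5 up-regulated genes. Chance cannot be excluded for the count in ΔsigB, since 6 libraries allow only 10 divisions into groups of 3, and another of these gave more genes. Without the 3 features that had 0 reads in the 18 libraries of ΔsigB and ΔsigBCE, the count was 5. The edgeR total of 8 was 4, 5 and 22 without CS replicates 1, 2 and 3, and 3 without ΔsigB replicate 3. In ΔsigD, 29 genes were down-regulated and 6 up-regulated. The total of 35 was 21 without CS replicate 1, the only library that moved it by more than 1.5 times. In simulated counts of this condition, 26% of the genes with a 2-fold change and 88% of those with a log2 change of 2 were found in ΔsigD.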

After the high light treatment (1h, PPFD 750 μmol m^−2^s^−1^), 8 genes were at least two-fold down-regulated and 5 genes were two-fold up-regulated in ΔsigB, compared to the CS strains, whereas, in ΔsigD, 29 genes were down-regulated and 9 were up-regulated (Supplemental Table S3, Figure 5). In ΔsigBCE and ΔsigCDE strains, 38 and 80 genes were down-regulated, respectively, whereas only 9 and 34 genes were up-regulated in those strains, respectively. 

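In ΔsigBCE, 55 genes were down-regulated and 15 up-regulated after the high light treatment, and in ΔsigCDE 82 and 57. The total of 70 in ΔsigBCE was 42 and 46 without CS replicates 1 and 2, and 35 without its own replicate 1. For ΔsigCDE, the total of 139 was 73 and 81 without its own replicates 1 and 3. Over all 4 mutants 209 genes changed, 137 without CS replicate 1 and 139 without ΔsigCDE replicate 1. The correlation between the 2 strains' log2 fold changes across genes was 0.428, below the 0.517 to 0.616 of simulated unchanged strains.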

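In high light, 14 genes were down-regulated and 4 up-regulated in both triple mutants but not in the single mutants. Their number of 18 was 9 without CS replicate 1 or 3, 5 and 11 without ΔsigBCE replicates 1 and 2, and 8 without ΔsigCDE replicate 1. With the replicate number as a block it was 34. Of these 18 genes, 5 were also down-regulated and 1 was also up-regulated in both triple mutants at high temperature. This overlap of 6 genes was 1 without CS high temperature replicate 1, 3 and 2 without ΔsigCDE high temperature replicates 1 and 2, and 3, 3 and 2 without CS high light replicates 1, 2 and 3. It was also 3 without ΔsigB high light replicate 3, ΔsigD high light replicate 1 or ΔsigBCE high light replicate 1, and 2 without ΔsigCDE high light replicate 1.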

The SigC or SigE regulons (regulated in both triple inactivation strains, but not in single mutants) comprise of 23 down-regulated and 7 up-regulated genes (Figure 5), 1 and 6 of which were also, respectively, down- or up-regulated at high temperature.

The SigB high-light regulon comprised of an up-regulated *glm* gene (glucose-1-phosphate adenylyltransferase) and down-regulated *ndhD2*, *ssl2501*, *slr1236*, *sll0847,* and *slr0284* genes (Figure 5). 

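The SigB regulon held 3 genes in high light by edgeR, each down-regulated in ΔsigB and ΔsigBCE, and 6 by DESeq2, of which 4 were up-regulated. The 3 edgeR genes, AGF53826-1, AGF53827-1 and AGF53828-1, had 0 reads in the 18 libraries of these 2 mutants, and none of them was among the 6 by DESeq2. Genes to which DESeq2 gave no adjusted p counted as unchanged, so this absence is not evidence against a fall. At an unadjusted p under 0.05 edgeR placed 29 genes in the regulon, including 2 of these 3 features. The edgeR number was 8 without CS replicate 3, 6 without ΔsigB replicate 1 or ΔsigD replicate 3, and 5 without ΔsigD replicate 2, ΔsigBCE replicate 2 or any of the 3 ΔsigCDE replicates. Simulated unchanged strains, without departures of whole libraries, gave at most 1 gene.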

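All 3 genes of the SigB regulon in high light also belonged to the SigB regulon at high temperature by edgeR. They are AGF53826-1, AGF53827-1 and AGF53828-1, with 0 reads in every library of ΔsigB and ΔsigBCE. Whether one of them is the inactivated gene, which the paper leaves out of its counts, is not known. By DESeq2, 1 gene was shared, and it was none of these 3. The overlap was 5 genes without CS high light replicate 3, ΔsigD high light replicate 2 or 3, ΔsigBCE high light replicate 2, or any of the 3 ΔsigCDE high light replicates, and 4 of the 5 then had at most 1 read over the ΔsigB and ΔsigBCE libraries. No gene was shared in the fits with 6 libraries each.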

For these, only *ssl2501* belongs to the SigB high-temperature regulon.

The SigD high light regulon included 51 down-regulated and 11 up-regulated genes (Figure 5). 

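By the same criteria, the SigD regulon in high light comprised 24 down-regulated and 5 up-regulated genes, 29 in total. It held 12 genes without CS replicate 1 and 18 without ΔsigD replicate 1. DESeq2 gave 26 down-regulated and 6 up-regulated genes, and an unadjusted p under 0.05 gave 58 and 22. Of the 55 genes with an adjusted p under 0.05 in ΔsigD, 38 changed in the same direction in ΔsigCDE. In none of the 50 simulations of unchanged strains was a gene placed in this regulon, but they hold no departures of whole libraries. The correlation of the 2 mutants across genes, r = 0.501, lay within its simulated range of 0.458 to 0.565. In simulated counts with known SigD-dependent genes, 14% of those with a 2-fold change and 82% of those with a log2 change of 2 were assigned to it.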

Up-regulated SigD regulon genes comprised of the *pilA1*, *atpC, atpI, atpH*, *menA* (plastoquinone synthesis)*, murI* (peptidoglycan synthesis)*, pgk* (phosphoglycerate kinase)*, fbpI* (Lys propinyilation), *slr0358, slr0013,* and *slr1177* genes. Interestingly, the *pilA1* gene was found among the SigB regulon genes at high temperature. In addition, many ATP synthase genes were up-regulated in high light in the ΔsigD and ΔsigCDE strains missing the SigD factor, whereas, at high temperature, ATP synthase genes were up-regulated in the ΔsigBCE strains that contain SigD as only the functional group 2 σ factor. These results indicate that the expression of a particular gene might be dependent on different σ factors, depending on prevailing environmental conditions.

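Whether the effect of a triple mutation depended on the stress was tested as the difference of its log2 fold changes against CS at high temperature and in high light. In ΔsigBCE, 0 of 2533 genes had an adjusted p under 0.05 in edgeR's test, while 334 had an unadjusted p under 0.05 and DESeq2 called 18. Without ΔsigBCE high temperature replicate 1, edgeR called 147 genes, and without CS high temperature replicate 2 it called 2. In ΔsigCDE, 2 of 2442 genes were called, both with the higher change at high temperature. Their differences on the log2 scale were 3.08 (standard error 0.53, adjusted p = 0.0155) and 4.55 (standard error 0.78, adjusted p = 0.0184) by edgeR. DESeq2 called 5 genes, of which 2 had the higher and 3 the lower change at high temperature. The count was 0 without CS high light replicate 1, CS high temperature replicate 1, ΔsigCDE high light replicate 1 or ΔsigCDE high temperature replicate 1. It was 9 and 4 without CS high temperature replicates 2 and 3, 4 without ΔsigCDE high light replicate 2, and 1 and 113 without ΔsigCDE high temperature replicates 2 and 3. Of the 113 genes, 55 had the higher and 58 the lower change at high temperature. Of genes with a simulated difference of 2-fold, 6% in ΔsigBCE and 9% in ΔsigCDE were found, and 70% and 73% of those with a log2 difference of 2.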

SigD regulon in high-light included four genes that were down-regulated in ΔsigD and ΔsigCDE and up-regulated in ΔsigBCE: a ubiquinone synthesis gene *ubiH*, a sugar catabolism gene *sfsA*, and two genes (*sll0877* and *sll1343*) with unknown function. Many photosynthesis- and respiration-related genes were down-regulated in high light in strains missing SigD; these genes included *psbB, psbC, psbD1* and *psbD2* (Photosystem II), *petB* and *petD* (cytochrome b_6_f complex), *ndhD1* and *ndhL* (NADH dehydrogenase), *chlAI* and *crtH* (pigment synthesis), and *ctaC1* (respiration) (Figure 5). In addition, the down-regulated were *hsp33* (chaperone), *ccr2* (cold stress tolerance gene), *rre35, rre36* and *hik15* (two component response regulator proteins), *spkH* (a ser/thr kinase), *ftsY* (a protein translocation/insertion protein), *gltB* (a NADH-dependent glutamate synthase), *glcD* (a glycolate oxidase), *nrdF* (synthesis of purine ribonucleotides), *ycf35*, and 17 genes characterized as unknown or hypothetical (Figure 5).

We next tested the growth of mutant strains at the same high light intensity, where RNAseq analysis was carried out. Growth of cells at the PPFD of 750 µmol photons m^−2^s^−1^ (Figure 6A) induced the formation of cell aggregates in all strains and, especially, strains ΔsigB and ΔsigBCE produced numerous aggregates (Figure 6B). However, mixing cell cultures for a couple of minutes by pipetting broke up the aggregates (Figure 6C), allowing for OD_730_ measurements.

In standard conditions, *Synechocystis* cultures have an intense green color (Figure 6D), but in high light colors of cultures turn to different tones of olive and yellowish-brown, depending on the mutant strain (Figure 6B). Although cell cultures had different appearances, the growth of the different strains did not differ much, as only ΔsigBCE grew slightly faster than the other strains on the first day (Figure 6A). As a high light treatment at PPFD 750 µmol photons m^−2^s^−1^ did not improve growth, compared to the standard conditions, we next tested if a reduction of irradiation to PPFD 500 µmol photons m^−2^s^−1^ would improve growth.

According to the OD_730_ measurements, the growth rate at PPFD 500 µmol photons m^−2^s^−1^ remained similar as at 750 µmol photons m^−2^s^−1^, and a great variability in culture colors between the strains was observed (Figure 6E,F). Obviously, high light-induced pigment changes differ between the mutant strains. In vivo absorption spectra measurements showed that contents of phycobilin and chlorophyll a were similar in all strains in standard growth conditions, but carotenoid content was higher in ΔsigCDE and ΔsigD strains than in the other strains (Figure 6G). The olive color of the CS strain in high light was due to simultaneous increase of carotenoid content and reduction of chlorophyll a and phycobilin contents, compared to standard growth conditions (Figure 6G). The intense yellowish-brown color of the ΔsigCDE strain in high light is due to high accumulation of carotenoids and less pronounced reduction of chlorophyll a and phycobilin than in the CS strain (Figure 6G). The ΔsigD strain shows a yellowish appearance in high light (Figure 6B,F). The absorption spectra show that carotenoids are highly induced in the ΔsigD strain in high light, whereas chlorophyll a and phycobilin are more drastically reduced than in the other strains; together, these pigment changes explain the yellowish color of the ΔsigD culture in high light. Interestingly, the behavior of the ΔsigBCE strain that contains SigD as the only functional group 2 σ factor was opposite to that of ΔsigD strain. The ΔsigBCE strain remained greener in high light than the other strains (Figure 6B,F), because it retained more chlorophyll a and phycobilin that the control strain (Figure 6G). These results suggest that SigD plays an important role in the adjustment of photosynthetic pigments, according to light intensity.

Finally, we reduced PPFD to 120 µmol m^−2^s^−1^. At PPFD 120 µmol m^−2^s^−1^, the CS strain grew 15% faster than in the standard growth conditions (Figure 6H and Figure 2B). The ΔsigBCE strain grew slightly better than the other strains, but otherwise all mutants grew like the CS. Color differences between the strains were not as notable as in higher light conditions, but ΔsigCDE and ΔsigD strains remained more yellowish than the other strains (Figure 6H).

## 4. Discussion

The construction of robust cyanobacteria strains is one of the current challenges for biotechnology applications. Inactivation of the three other group 2 σ factors leads to two-fold overproduction of the remaining SigB or SigD factor in the ΔsigCDE and ΔsigBCE strains, respectively [16]. As a previous study [16] has shown that ΔsigCDE and ΔsigBCE strains tolerate chemically-induced oxidative stress better than the CS strain, we considered the possibility that extra SigB or SigD factors in the triple inactivation strain would protect cells in high light or temperature conditions. However, that was not the case; actually, our results point to the involvement of all group 2 σ factors in different stress conditions. To test if the fitness of the cells in some stress conditions could be improved by overexpressing a particular σ factor should, therefore, be done with a wild-type strains as the host strain.

The comparison of transcriptomes of ΔsigB, ΔsigD, ΔsigCDE, and ΔsigBCE strains, in standard conditions and after 1 h of treatment in high light (750 μmol photons m^−2^s^−1^) or at temperature (42 °C), revealed new features and confirmed old findings of gene regulation in *Synechocystis*. Group 2 σ factors indeed play only marginal roles in standard growth conditions but are important for acclimation to suboptimal conditions [6]. Our results revealed that although SigB and SigD factors are close homologs [8], their regulons do not overlap (Figure 3, Figure 5 and Figure 7). Furthermore, the comparison of up- and down-regulated genes after high light and temperature treatments showed that both SigB and SigD regulate different sets of genes in high light and temperature (Figure 7). 

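Within a condition, the criteria themselves keep a gene from being in both regulons, because a gene that changes in both single mutants is left out. The overlap was therefore also counted without them. Between ΔsigB and ΔsigD, edgeR's test gave 0 genes in the standard condition and 0 at high temperature that changed in the same direction at an adjusted p under 0.05, and 2 genes in high light, both down-regulated. DESeq2 gave the same 3 counts. In high light, edgeR gave 4 genes with the replicate block and 0 with 6 libraries per fit. Chosen afterwards, it gave 1 without the 10 most abundant features or with the digit in the file names as a covariate. At an unadjusted p under 0.05, the overlap was 62, 20 and 33 genes by edgeR and 43, 10 and 26 by DESeq2, and sharing the CS libraries adds to it. Across conditions, the SigB regulon at high temperature and the SigD regulon in high light shared 0 genes by edgeR, 1 by DESeq2, and at unadjusted p values 4 and 3. By edgeR they shared 1 gene with 6 libraries per fit and, chosen afterwards, 1 with libraries thinned to equal gene reads. In high light, the log2 fold changes of ΔsigB and ΔsigD had a correlation of 0.263 across genes, below the 0.521 to 0.594 of simulated strains, and those of ΔsigB and ΔsigBCE 0.494 (0.377 without the features that had at most 1 read over both mutants), below 0.580 to 0.658. The paper states, with Figures 3, 5 and 7, that the regulons of these close homologs do not overlap. In its conclusions it calls the overlap negligible. Across conditions, it lists *pilA1* and *glcD* both in the SigB regulon at high temperature and in the SigD regulon in high light.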

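As the SigD regulon at high temperature was empty at an adjusted p under 0.05, no gene could be shared with the one in high light, and at an unadjusted p under 0.05 edgeR gave 1 gene in both, with opposite directions in the 2 stresses, and DESeq2 gave 0. The dependence on the stress was also tested directly in the single mutants, over 12 libraries each. In edgeR's test, 0 of 2376 genes in ΔsigB and 0 of 2160 in ΔsigD had effects that differed between the stresses, with 127 and 181 genes at an unadjusted p under 0.05. DESeq2 called 0 genes in ΔsigB and 4 in ΔsigD. Without CS high temperature replicate 2, 9 genes differed in ΔsigD, 3 without CS high temperature replicate 3 and 1 without CS high light replicate 3, and with the replicate block 2 did. A gene that passes the threshold in only 1 of the stresses is thus not shown by these counts to be regulated differently in them. Of simulated differences of 2-fold, 8% were found in each of the 2 mutants, and of log2 differences of 2, 61% in ΔsigB and 70% in ΔsigD.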

Although our study did not focus on SigC or SigE regulons, transcriptomes of triple mutants contained numerous sugar catabolism and other genes belonging to SigE regulon [26,27], and our results indicate that the SigE regulon does not show similar high variation between the studied environmental condition as SigB and SigD regulons. 

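For the genes regulated in both triple mutants but not in the single mutants, 4 of the 5 found in the standard condition were also found at high temperature, and 2 of them in high light. These 2 genes were found in all 3 conditions. For comparison, all 3 genes of the SigB regulon in the standard condition were in that at high temperature and 1 of the 3 in that of high light, and 1 of the 2 genes of the SigD regulon in the standard condition was in that of high light. The SigB gene found in all 3 conditions is AGF53826-1, with 0 reads in every library of ΔsigB and ΔsigBCE.

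These overlaps rest on few genes and depend on the settings and on single libraries. For SigC or SigE, DESeq2 found 4 of 5 genes again at high temperature and 3 in high light, 6 libraries per fit 3 and 2 of 8, no filter 4 and 2 of 8, the replicate block 3 and 3 of 7, unadjusted p values 17 and 9 of 52 and DESeq2 with them 14 and 7 of 46. With the digit in the file names as a covariate, chosen only after the result was seen, 2 and 1 of 5 were found. Without standard replicate 2 or 3 of CS or 1 or 3 of ΔsigBCE, 0 genes were found again in high light, and so 0 in all 3 conditions (edgeR, adjusted). Both numbers were 1 without standard replicate 1 of CS, 1 or 3 of ΔsigB, 2 of ΔsigBCE or 1 or 3 of ΔsigCDE. The overlap with high light was 3 without ΔsigD standard replicate 1 or ΔsigB high light replicate 1. The number in all 3 conditions was 3 without the latter library, and 1 without CS high temperature replicate 1 or ΔsigCDE high temperature replicate 2. The overlap with high temperature was 1 without CS standard replicate 3 or CS high temperature replicate 1, and 2 without CS standard replicate 2, ΔsigBCE standard replicate 1 or 3 or ΔsigCDE high temperature replicate 2.

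For SigB, 2 and 2 of 4 genes were found again at high temperature and in high light by DESeq2, 5 and 2 of 22 at unadjusted p values, 5 and 3 of 22 by DESeq2 with them, and 0 and 1 of 1 with 6 libraries per fit. Without the filter they were 5 and 4 of 5, and 3 of the 5 are features with at most 1 read over the ΔsigB and ΔsigBCE libraries, all 3 among the 4 of high light. The overlap with high temperature was 1 without standard replicate 2 or 3 of CS, 3 of ΔsigB or 2 or 3 of ΔsigBCE. In high light it was 2 without any CS replicate, ΔsigB replicate 3, ΔsigD replicate 2 or 3, ΔsigBCE replicate 2 or any ΔsigCDE replicate of that condition. Of the settings chosen after the result was seen, thinning to equal reads gave 3 and 2 of 5, and leaving out the 5 features 2 and 0 of 2.

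For SigD, the overlap with high light was 2 of 2 with DESeq2, with RLE normalization, with the replicate block and, chosen afterwards, without the 10 most abundant features. It was 1 of 18 at unadjusted p values, 1 of 14 by DESeq2 with them, and 0 of 1 with 6 libraries per fit or, also chosen afterwards, with thinning. Without 1 library, it was 0 without standard replicate 2 or 3 of CS, 3 of ΔsigB, 1 or 3 of ΔsigD or 3 of ΔsigCDE, and 2 without ΔsigB high light replicate 1 or 2 or ΔsigCDE high light replicate 2. DESeq2 with a fold change prior, chosen afterwards as well, gave the same overlaps as DESeq2, and with unadjusted p values 6 and 5 of 12 for SigC or SigE, 2 and 0 of 4 for SigB and 0 and 1 of 4 for SigD.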

As both triple inactivation strains grew slowly at high temperature, our results suggest that the SigE-dependent regulation of sugar catabolic genes and energy production by respiration might play an important role in high temperature stress, when temperature-sensitive photosynthesis [28] might not be fully functional. A detailed analysis of the photosynthetic and respiration reactions in heat stressed σ factor mutant strains would be interesting.

Both triple inactivation strains grew more slowly than the CS or single inactivation strains at 42 °C (Figure 4A), but this disadvantage of triple mutants disappeared at 40 °C (Figure 4B). In triple mutants, this growth behavior might mainly be due to the missing SigC factor, as the ΔsigC strain has been shown to have serious growth defects at 43 °C, but not at 38 °C [28]. SigC is a growth restricting σ factor [29,30,31], and the formation of RNAP-SigC holoenzymes at high temperature occurs more regularly than at optimal temperatures [5]. In accordance with enhanced formation of growth restricting RNAP-SigC holoenzymes, the growth rate of the CS strain is very slow at 42 °C, in comparison to the optimal growth temperature (Figure 2 and Figure 4A). RNAP-SigC induced adjustments of gene expression are important for heat acclimation. At high temperatures, numerous household genes, including transcription, translation, pigment synthesis, and photosynthesis genes, are not normally down-regulated upon temperature upshift in triple inactivation strains, and cells show early growth cessation at high temperature (Figure 4). 

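In CS itself, 279 of 2071 genes were differentially expressed after the heat treatment, 117 up-regulated and 162 down-regulated, and the total was 161 without CS standard replicate 1. Each mutant was then compared over the genes that fell in CS. The median difference between a mutant's change on heating and that of CS was 0.69 on the log2 scale in ΔsigBCE (162 genes) and 0.42 in ΔsigCDE (159 genes). In the single mutants it was 0.31 (162 genes) in ΔsigB and 0.20 (160 genes) in ΔsigD. Over the genes that rose in CS, the median difference was -0.75 in ΔsigBCE, -0.68 in ΔsigCDE, -0.32 in ΔsigB and -0.39 in ΔsigD, so the genes changed less than in CS in both directions and in every mutant. Such values are given by chance too, since the genes were chosen in the CS libraries that enter the difference. For this reason the single mutants serve as the comparison, and no p value is given. In CS, every standard library carries the digit 2 in its file name and every heated library the digit 3. A batch that goes with this digit cannot be told apart from the heat response of CS. Such a batch would enter the difference of every mutant and could make each seem to change less than CS. Classes of household genes were not tested, as the IDs are not paired with gene products.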

Obviously, the SigC controlled growth restriction is a central process for high temperature acclimation and retaining a functional SigC is a prerequisite for engineering temperature robustness of *Synechocystis* strains.

The amount of the RNAP-SigB holoenzyme is highly up-regulated at high temperature, whereas the amount of RNAP-SigD remains constant [5]; accordingly, more genes belong to the SigB regulon than to the SigD regulon at high temperature (Figure 3 and Figure 7). The ΔsigB strain shows a low survival rate after a short term lethal temperature treatment (48 °C) and defects in the acquisition of acquired thermotolerance [10], but growth differences were not detected in milder heat stress (Figure 4; [10,11]). The overproduction of SigB in wild-type backgrounds has shown to increase heat resistance of *Synechocystis* cells [32], but we do not see the same effect in the ΔsigCDE strain that contains an abnormally high amount of SigB [16], but is missing the other group 2 σ factors.

Our results point to high flexibility and variability of high light acclimation. The growth rate of *Synechocystis* cells, at standard growth conditions (PPFD 40 μmol photons m^−2^s^−1^) and in all tested high light conditions (120, 500 and 750 μmol photons m^−2^s^−1^), remained similar in all mutant strains. One consequence of high light treatment is an accelerated rate of PSII damage. However, all our strains contained either the SigB or SigD factor, and it has been previously shown that the presence of either SigB or SigD can guarantee the normal high light-specific up-regulation of *psbA* genes that is required for efficient repair of photodamaged photosystem II centers [15].

The *sigD* gene is induced in high light [9,14], and the RNAP-SigD holoenzyme is accumulated in high quantities in high light [5], which explains why the SigD regulon is big in high light (Figure 5 and Figure 7). However, cells without the SigD factor did not show clear growth rate reductions in high light (Figure 6). The ΔsigBCE strain shows up-regulation of RNAP-SigD holoenzyme formation, compared to the CS strain (Hakkila et al., 2019), and ΔsigBCE cells grow faster in the beginning of high light treatment, but this growth advantage disappeared after long high light treatment (Figure 6A). The ΔsigBCE strain remains greener in high light than the other strains because the phycobilins and chlorophyll a are not degraded as much as in the other strains and the carotenoid content remains low. Previous studies have shown that the ΔsigBCE strain is more resistant against chemically-induced singlet oxygen and H_2_O_2_ stresses than the control strain [3,16]. We have previously shown that the amount of the SigD protein is two times as high in the ΔsigBCE strain as the CS strain [16], suggesting that overproduction of SigD might offer protection against some reactive oxygen species. Obviously, the extra protection in the ΔsigBCE strain is not due to carotenoids, as the carotenoid content is lower in ΔsigBCE strain than in the other strains in high light (Figure 6G). A high tendency of ΔsigBCE strain to form cell aggregates might function as a strategy to escape too high light. Both strains without the SigD factor (ΔsigD and ΔsigCDE) were characterized by high accumulation of carotenoids (Figure 6G). Carotenoids are especially important protective pigments, and *Synechocystis* cells are not viable in light without carotenoids [33]. Hence, the accumulation of carotenoids could be seen as another strategy to survive in high light.

The *sigB* gene is induced in high light (Figure 1), although to a lesser extent than the sigD gene, and similar induction of the RNAP-SigB holoezyme is not seen in high light as is seen for RNAP-SigD [3,16]. Our previous results have shown that high amounts of carotenoids, as well as Flv2, Flv4, and Sll0218 proteins, in ΔsigCDE reduce the production of singlet oxygen and confer resistance of PSII against light-induce damage; simultaneously, reduced contents of glutathione and Flv1/3 proteins led to more pronounced oxidative damage in ΔsigCDE than in the control strain. Due to these opposing effects, the ΔsigCDE grew like a control strain in high light but showed superior growth in H_2_O_2_ stress [16]. Our results show that, actually, triple inactivation strains containing only SigD or SigB managed quite well in high light because their acclimation to some features of high light stress was superior, compared to the CS strains, and compensated for problems to acclimate other features of high light stress.

## 5. Conclusions

Our results show that the SigB and SigD factors control unique regulons with negligible overlay. Furthermore, the SigB regulon was found to be seven times bigger in heat stress than in high light and mainly comprised of genes with unknown functions. 

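By edgeR's counts, the SigB regulon was 3 times as large at high temperature as in high light, and by those of DESeq2 2.5 times. With the replicate number as a covariate, both regulons held 5 genes, so the difference in size was absent there. The edgeR ratio was 1.33 without CS high temperature replicate 1 or ΔsigB high temperature replicate 1 or 3, 1.67 without CS high temperature replicate 3, 7.67 without ΔsigBCE high temperature replicate 1 and 5 without ΔsigCDE high temperature replicate 3. It was 1.12 without CS high light replicate 3, 1.5 without ΔsigB high light replicate 1 or ΔsigD high light replicate 3, and 1.8 without ΔsigD high light replicate 2, ΔsigBCE high light replicate 2 or any ΔsigCDE high light replicate. By edgeR, all 3 genes in high light and 4 of the 9 at high temperature had at most 1 read over the 18 libraries of ΔsigB and ΔsigBCE. None of these was in the regulons by DESeq2's adjusted test. At unadjusted p values, such features were 4 of DESeq2's 61 genes at high temperature and 3 of its 16 in high light. By its adjusted test, DESeq2 did call AGF53826-1 and AGF53828-1 in ΔsigBCE at high temperature (adjusted p of 2.53e-06 and 5.91e-06). Genes to which it gave no adjusted p counted as unchanged. The regulon sizes of the 2 tools are therefore not fully alike. Functions of the genes were not counted.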

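The SigD regulon held more genes in high light than at high temperature with edgeR, with DESeq2, at unadjusted p values (80 genes in high light against 19 at high temperature by edgeR) and with each library left out in turn.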

SigD regulon was bigger in high light than in heat stress and contained a different set of genes in different stress conditions. Our results point to the flexibility of the high light acclimation mechanism of *Synechocystis* and indicate that the SigD factor plays a role in adjusting pigment content, according to prevailing light conditions.

## Figures and Tables

**Figure 1:**
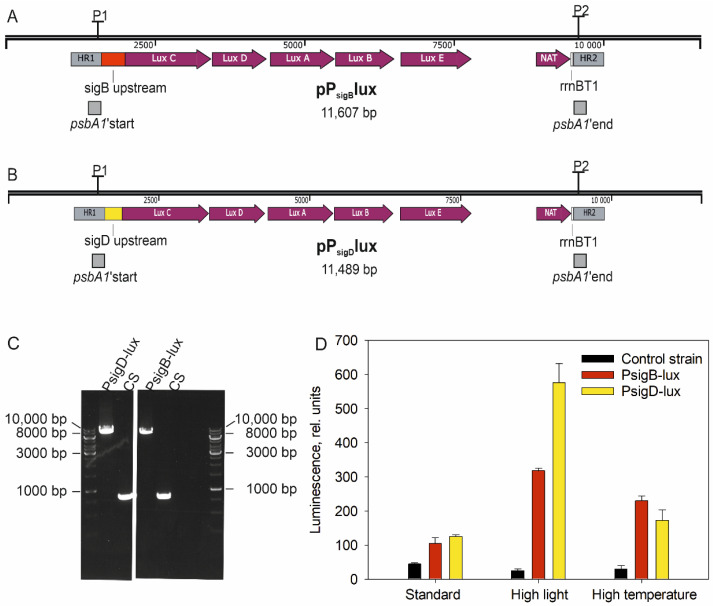
Activities of *sigB* and *sigD* promoters in high light and temperature. The 402 bp fragment upstream of the *sigB* coding region (**A**) or 284 bp fragment upstream of the *sigD* coding region (**B**) was inserted upstream of the promoter-less lux operon, and nourseotricine antibiotic cassette (NAT) was added after the lux operon for antibiotic selection. The promoter-lux-NAT construct was inserted in the middle of the non-essential *psbA1* gene, and the CS strain of *Synechocystis* was transformed with linearized plasmids to produce PsigB- and PsigD-lux strains. HR1 and HR2 are proximal areas of the *psbA1* gene used for homologous recombination. (**C**) PCR verification of PsigB- and PsigD-lux strains. The amplicon in the CS strain is 829, 8043 in PsigB-lux, and 7925 bp in PsigD-lux. The primers are marked as P1 and P2 in (**A**,**B**). (**D**) Luciferase activity was measured from control (CS), PsigB-, and PsigD-lux strains (3-day old cultures) at standard growth conditions or after 15 min of high light or temperature treatments. The luciferase substrate, 0.1 mM decanal, was added to the samples 15 min prior to measurements.

**Figure 2:**
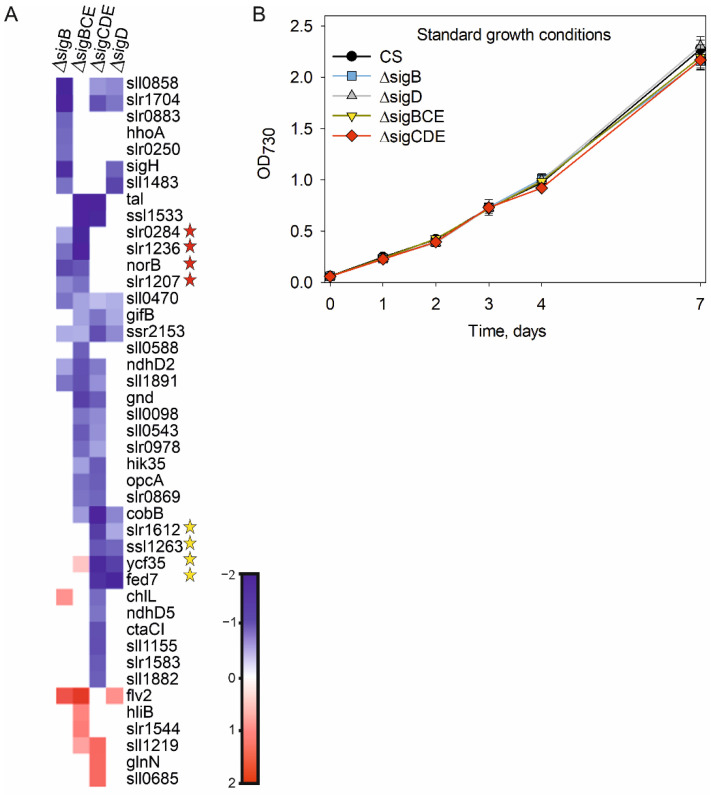
Gene expression changes and growth of ΔsigB, ΔsigD, ΔsigBCE, and ΔsigCDE strains in standard growth conditions. (**A**) A heat map showing genes whose transcripts were at least two-fold more abundant or reduced to half or less in at least one of the mutant strains (ΔsigB, ΔsigD, ΔsigBCE, and ΔsigCDE), compared to the control strain of *Synechocystis* sp. PCC6803 in the standard growth conditions. The bar shows color codes for log_2_ values of the transcript fold changes. Genes belonging to the SigB regulon (red stars) or the SigD regulon (yellow stars) are indicated. (**B**) Growth of the glucose tolerant control strain (CS) of *Synechocystis* sp. PCC 6803, and ΔsigB, ΔsigD, ΔsigBCE, ΔsigCDE mutant strains in standard growth conditions, defined as: constant light PPFD 40 μmol m^−2^s^−1^, 32 °C, ambient air, BG-11 medium buffered with 20 mM Hepes-NaOH, pH 7.5. Three independent biological replicates were measured (**A**,**B**) and the error bars denote SE (**B**).

**Figure 3:**
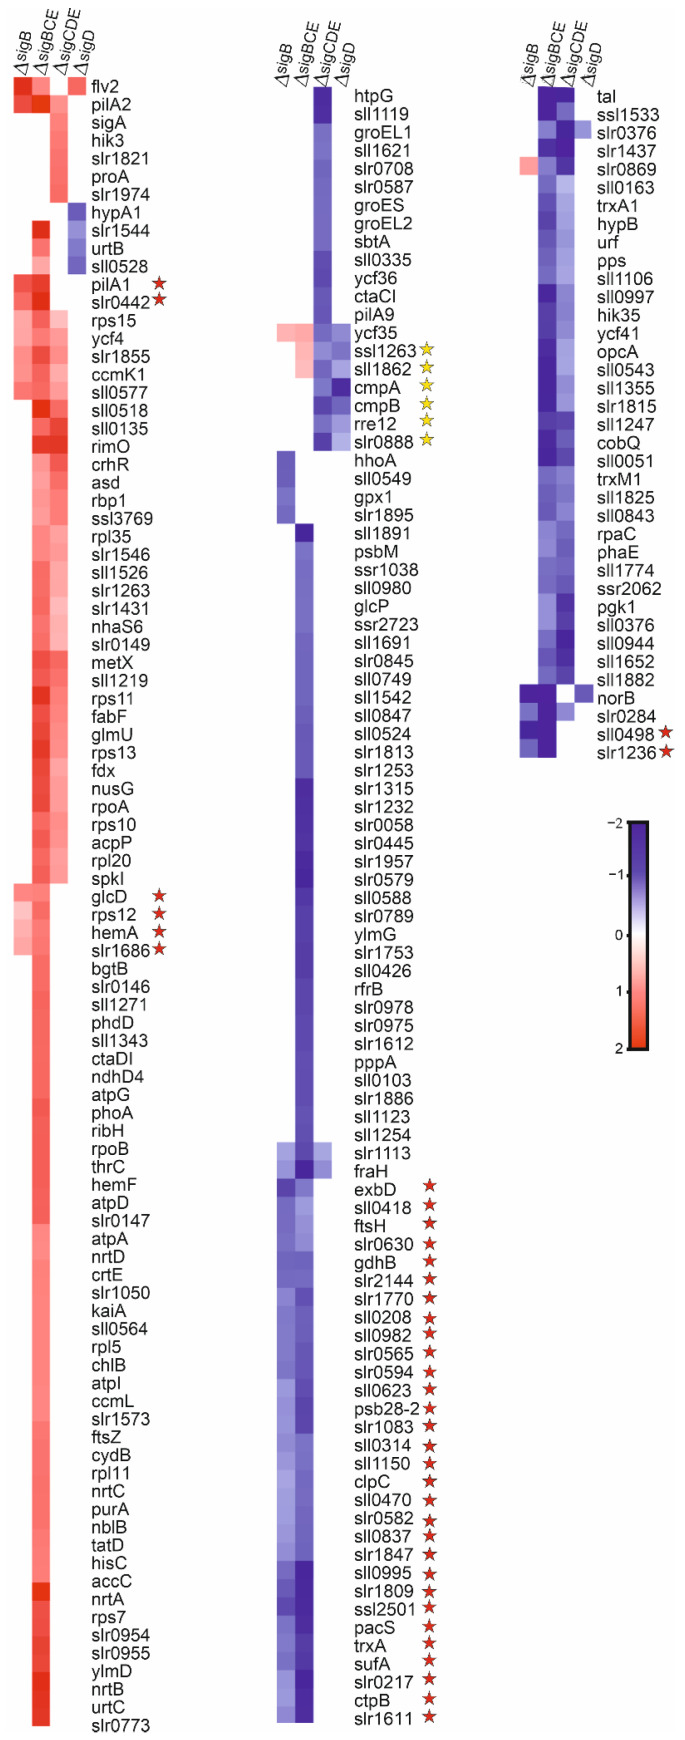
A heat map showing genes whose transcripts were at least two-fold up- or down- regulated in at least one of the mutant strains, in comparison to the CS strain at high temperature. Cells were treated at 42 °C for 1h, in otherwise standard conditions. The bar shows color codes for log_2_ values of the transcript fold changes. Genes belonging to the SigB regulon (red stars) and the SigD regulon (yellow stars) are indicated.

**Figure 4:**
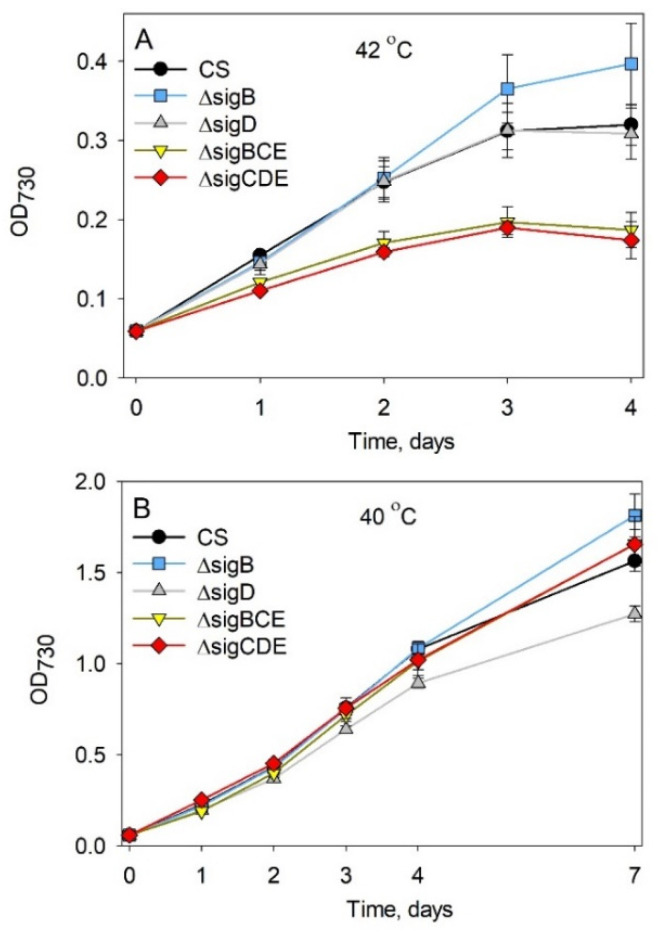
Growth of *Synechocystis* CS, ΔsigB, ΔsigD, ΔsigBCE, and ΔsigCDE strains at high temperature. The temperature was 42 °C (**A**) or 40 °C (**B**), and the other conditions were the same as in the standard conditions. At least three independent biological replicates were measured, and the error bars denote SE.

**Figure 5:**
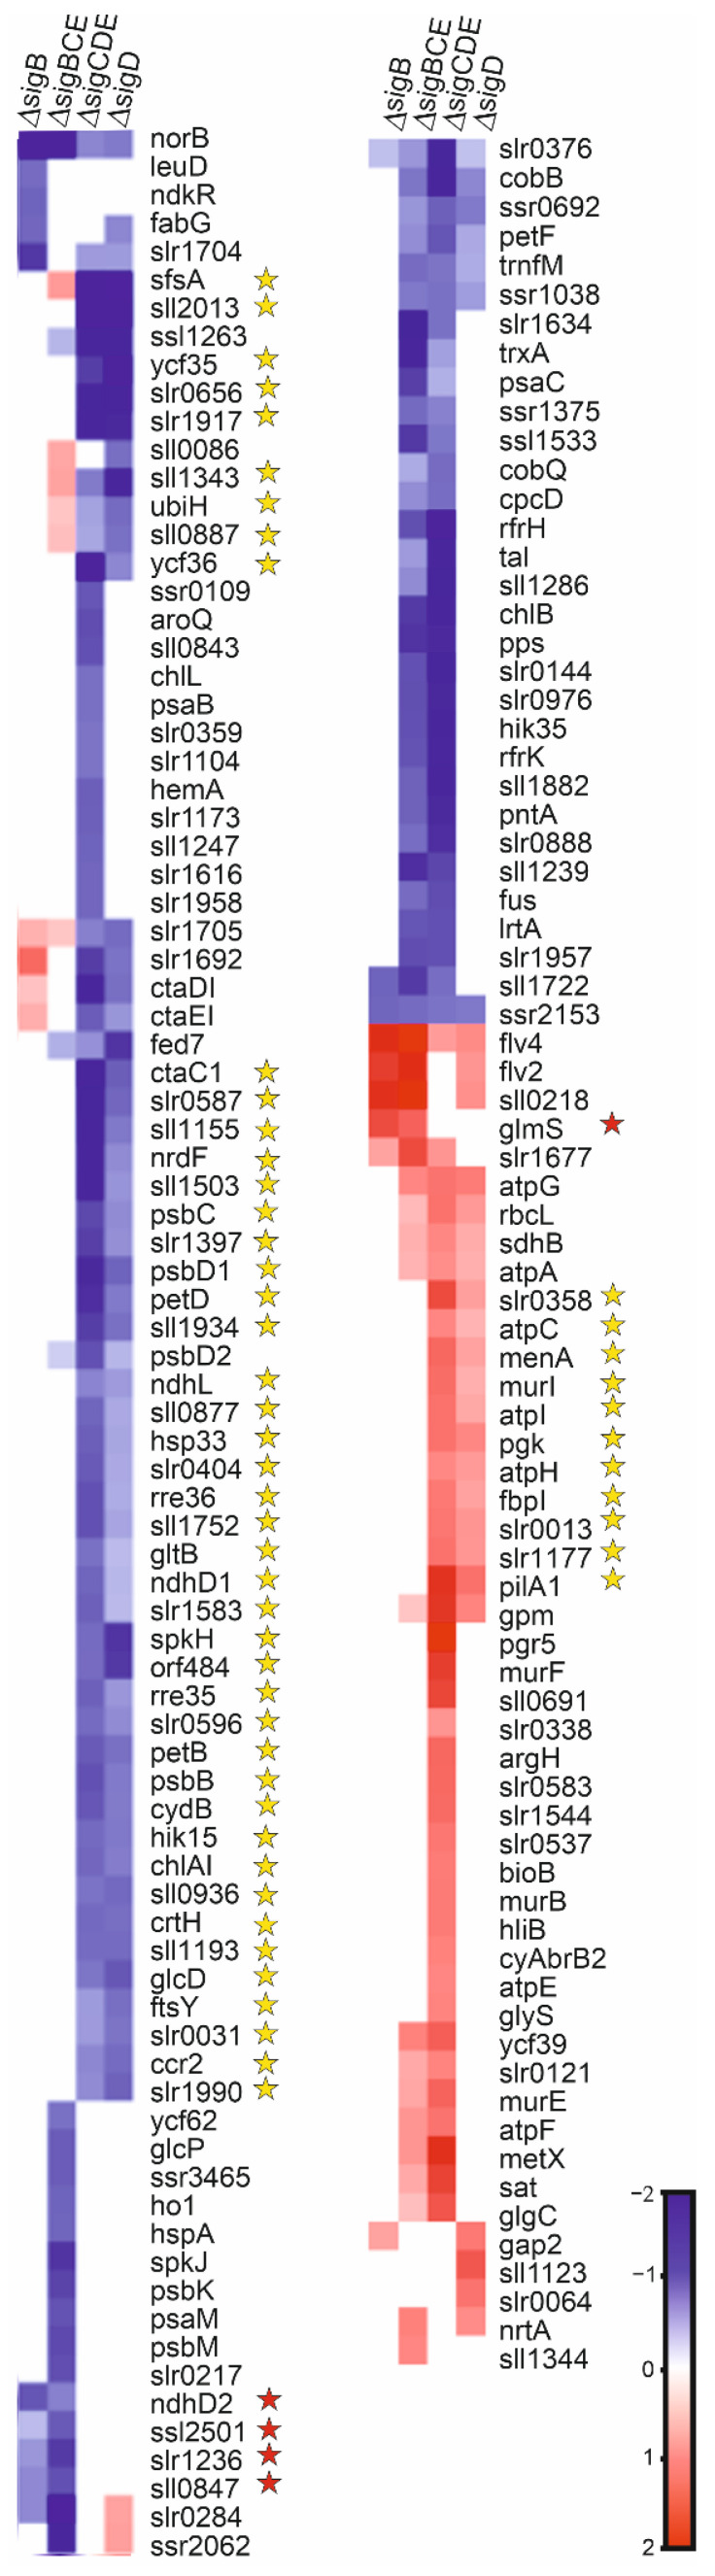
A heat map showing genes whose transcripts were two-fold or more up- or down-regulated, at least in one of the mutant strains ΔsigB, ΔsigD, ΔsigBCE, or ΔsigCDE, in comparison to the CS strain in high light. Cells were treated with PPFD 750 μmol m^−2^s^−1^at 32 °C for 1h in otherwise standard conditions. The bar shows color codes for log_2_ values of the transcript fold changes. Genes belonging to the SigB (red stars) or the SigD regulons (yellow stars) are indicated.

**Figure 6:**
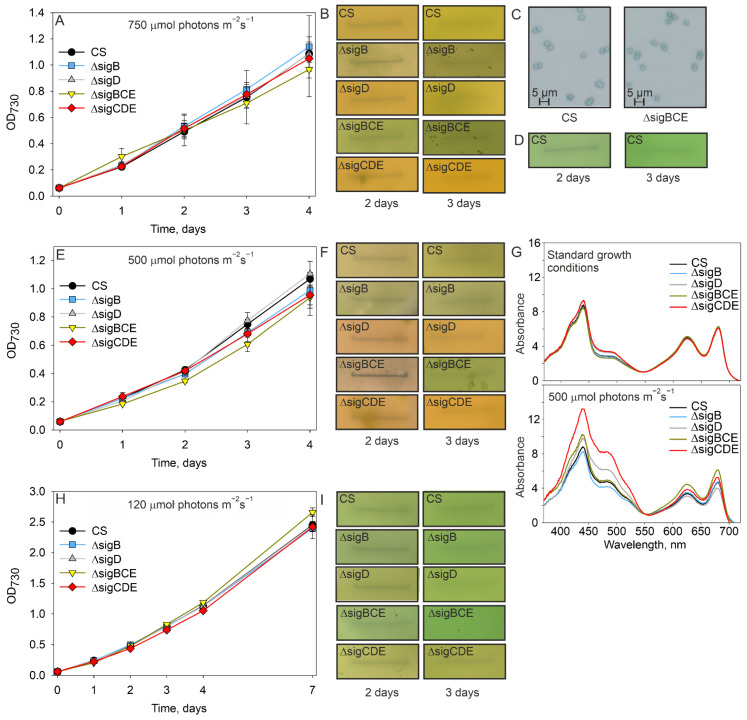
Growth of *Synechocystis* CS, ΔsigB, ΔsigD, ΔsigBCE, and ΔsigCDE strains in high light. The growth curves were measured at the PPFD of 750 (**A**), 500 (**E**), and 120 (**H**) μmol m^−2^s^−1^ and cultures were photographed on days 2 and 3 (**B**,**F**,**I**). Cells grown in high light were resuspended carefully and photographed under microscope (**C**). The CS strain was photographed in standard growth conditions on days 2 and 3 (**D**). The in vivo absorption spectra (**G**) were measured from two-day old cells, grown in standard growth conditions or high light (PPFD 500 μmol photons m^−2^s^−1^). Three independent biological replicates of growth curves were measured, and the error bars denote SE. The line in the photographs is 1 cm.

**Figure 7:**
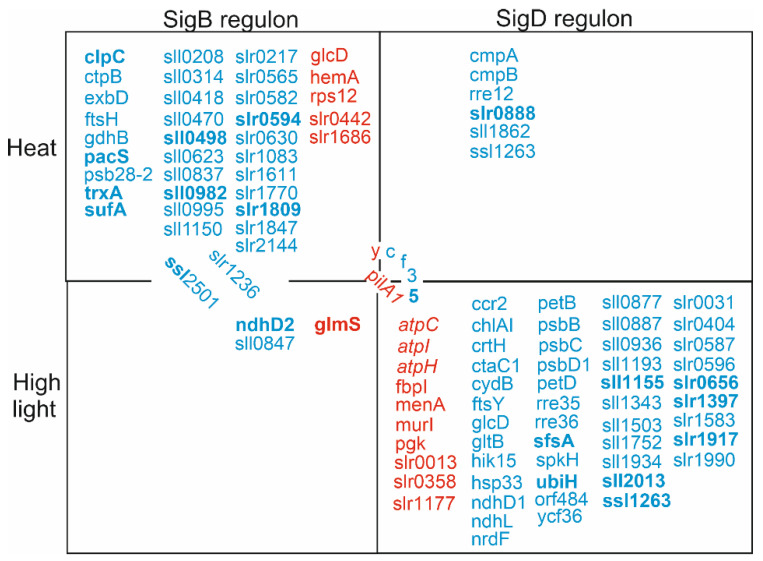
SigB and SigD regulons at high temperature (42 °C) and light (PPFD 500 μmol photons m^−2^s^−1^). Genes shown in blue were down-regulated, and those in red up-regulated. Genes with bold font were up-regulated when the transcriptome of the CS strain was compared in high light or temperature to that of the CS strain in the standard growth conditions, and italics indicate genes down-regulated in the CS strain in the test conditions.

## Data Availability

RNAseq data are available in GEO, accession GSE19235. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192357 (accessed on 20 January 2021).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/life12020162/s1, Table S1: A list of genes whose expression is different (*p* < 0.05) at least in one of the mutant strains compared to the control strain (CS) in standard growth conditions., Table S2: A list of genes whose expression in at least in one mutant shows differential expression compared to that in the control strain after 1 h treatment at 40°C., Table S3: A list of genes whose expression is significantly different (*p* < 0.05) compared to the control strain in at least of the mutant strains after 1 h treatment at photosynthetic photon flux density of 750 mmol m^−2^s^−1^.

How the deposited data were processed for this re-analysis (not part of the article)

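The measurements are read counts per gene from 45 RNA sequencing libraries, 3 for each of 5 strains (CS, ΔsigB, ΔsigD, ΔsigBCE and ΔsigCDE) in each of 3 conditions. The standard condition was a PPFD of 40 at 32 °C, and the treatments lasted 1 h at 42 °C or at a PPFD of 750, according to the paper. The deposited series design also gives 42 °C. The labels of the heated libraries and the title of Table S2 give 40 °C, and the difference could not be settled. The counts were made by the authors, who aligned the reads with HISAT2 and counted them per gene with HTSeq-count, and they are deposited as raw counts without normalization. Each library also has 5 summary entries of HTSeq-count, which were used only for the shares of unassigned reads.

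All calculations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each condition the 15 libraries were fitted together with edgeR's quasi-likelihood model (robust, TMM normalization), after its filter by expression with a minimum count of 10 and a minimum total of 15. Each of the 4 mutants was compared with CS, which makes 12 comparisons, and p values were adjusted by the Benjamini-Hochberg method within each. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. Standard errors were derived as the absolute log2 fold change divided by the square root of edgeR's F statistic. Regulons followed the paper's criteria, in which a gene must be called in at least 1 mutant and the adjusted p alone then decides its direction in each mutant. Genes to which DESeq2 gave no adjusted p counted as unchanged. The dependence of a mutant's effect on the condition was tested on 12 libraries as an interaction, at an adjusted p under 0.05. The response of CS was tested on its 9 libraries. Log2 fold changes of 2 mutants were correlated across genes, and the values are given beside those of 50 simulated data sets per condition in which all 15 libraries, CS included, were drawn from pooled means. Each count was drawn independently, so these data sets hold no batch and no departures of whole libraries. They can understate how many genes, and how wide a range of correlations, unchanged strains give. In high light, a mixed division of the CS and ΔsigB libraries called 87 genes, where these simulations gave at most 2 in ΔsigB. Some steps were also tested on simulated counts with known changes. These were the comparisons with CS, the SigB and SigD regulons, the interaction between the stresses and the response of CS.

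The reads counted on genes numbered 101492 to 577528 per library, with a median of 190667. Between 0.499% and 0.935% of the reads in a file fell on no feature and 0.100% to 0.940% were not aligned. The most abundant feature took 5.20% to 14.6% of the reads on genes.

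The comparisons, tests, thresholds and most alternatives were chosen before the data were examined. These alternatives were DESeq2, RLE normalization, no filter, 6 libraries per fit, 45 libraries in the fit of an interaction, unadjusted p values with either tool, the replicate number as a block, and each library left out in turn. Alternatives added afterwards were libraries thinned to equal gene reads, the fits without the 10 most abundant features, the digit in the file names as a covariate, the lists without the 5 features that had at most 1 read over the ΔsigB and ΔsigBCE libraries, and DESeq2 with a fold change prior with and without adjustment. The fold change prior was added while 10 DESeq2 configurations were compared with the paper's Tables S1 to S3, none of which gave the tables' values, and the other configurations are not reported. The comparison of high temperature with the standard condition in the mutants was added as well.

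Genes were to be named if the paper names them, if they encode or neighbour σ factors, or if they had the 2 largest rises or falls in a comparison with libraries that do not overlap. The IDs are not paired with gene names, so only the last part of the rule applies. It is limited here to ΔsigBCE at high temperature, the comparison with the most genes, which was picked after the counts were seen. The features AGF53824-1 to AGF53828-1 are named wherever they enter a SigB regulon, which was decided after their values were seen. Classes of household genes and the genes named in the paper were not analysed here. The growth curves, absorption spectra and luminescence measurements were not used here.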

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

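The tests of the share of reads on genes were chosen only after the result was seen, and the random draws of strain labels were not.

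In ΔsigCDE, 2 genes had an effect that differed between high temperature and high light by the interaction test of edgeR, both with the higher value at high temperature. By that test 0 genes were found in ΔsigB, ΔsigD and ΔsigBCE (127, 181 and 334 at an unadjusted p under 0.05, and 0, 4 and 18 by DESeq2). Other fits of edgeR gave genes in 2 of these as well. In ΔsigBCE there were 16 with 45 libraries in the fit, 147 without ΔsigBCE high temperature replicate 1 and 2 without CS high temperature replicate 2, and in ΔsigD 2 with the replicate block and 9, 3 and 1 without CS high temperature replicates 2 and 3 and CS high light replicate 3. For the 2 genes of ΔsigCDE chance cannot be excluded, since 3 of 25 draws of the strain labels within each condition, the real one included, gave as many genes. Single libraries decide the count in ΔsigCDE. It was 0 without replicate 1 of CS or of ΔsigCDE in either condition, 9 and 4 without CS high temperature replicates 2 and 3, 4 without ΔsigCDE high light replicate 2, and 1 and 113 without ΔsigCDE high temperature replicates 2 and 3. DESeq2 gave 5, of which 2 had the higher and 3 the lower value at high temperature. With 45 libraries in the fit there were 5, all with the higher value. Of the 113 genes, 55 had the higher and 58 the lower value. Depth and normalization were not tested separately as explanations of these genes beyond RLE normalization, with which the count was also 2. A dependence of the mutation's effect on the stress stays open as the biological explanation.

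Reads that HTSeq-count did not assign are not analysed in the paper. The share of reads that was counted on genes was higher in all 9 ΔsigBCE libraries (1.83% to 2.14%, median 1.94%) than in all 9 CS libraries (1.07% to 1.26%, median 1.13%). The other mutants had medians of 1.43% (ΔsigB), 1.15% (ΔsigD) and 1.14% (ΔsigCDE). A few abundant features do not account for it, as the groups stayed 0.337 percentage points apart without the 10 most abundant ones. Neither does the digit in the file names, because the smaller gap within libraries of the same digit was 0.591 percentage points. The number of reads in a file argues against depth, since only 3 of 9 ΔsigBCE libraries had more reads than every CS library. Differences in RNA extraction or library preparation and an effect of the mutations on the RNA composition were not tested, and both stay open.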

How the results depend on the processing

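The tests with libraries thinned to equal gene reads, without the 10 most abundant features, with the digit in the file names as a covariate, without the 5 features that had at most 1 read over the ΔsigB and ΔsigBCE libraries, and with DESeq2's fold change prior were chosen only after the result was seen, as was the whole comparison of high temperature with the standard condition in the mutants. The counts at unadjusted p values of genes whose effect differed between 2 conditions were added then too. No correlation changed sign under the alternatives run. Under RLE normalization, 50 of 50 results stayed within 1.5 times the reported count or within the spread of a correlation, and without the 10 most abundant features 40 of 40 did. With DESeq2, 42 of 50 did. The overlaps of the standard regulons with those of the stresses are not among these results, and are given beside the paper's sentence. For the values below, the cause was not tested, except that an unadjusted p passes more genes by construction and 6 libraries per fit leave fewer degrees of freedom. Values reported elsewhere are in brackets.

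With DESeq2 in place of edgeR, at high temperature, the genes called numbered 17 (from 9) for ΔsigB. The regulons at high temperature held 15 (from 9) for SigB. Genes called in high light: 13 (from 8) for ΔsigB. In high light, regulon sizes were 6 (from 3) for SigB. The shared regulon genes of both stresses numbered 1 (from 3) for SigB. Genes whose effect differed between high temperature and high light: 4 (from 0) for ΔsigD, 18 (from 0) for ΔsigBCE and 5 (from 2) for ΔsigCDE.

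Without the filter on low counts, in the standard condition, regulon sizes were 5 (from 3) for SigB and 8 (from 5) for SigC or SigE. The correlations in the standard condition were 0.668 (from 0.599) for ΔsigB with ΔsigBCE. Correlations at high temperature: 0.402 (from 0.301) for ΔsigB with ΔsigD. In high light, regulon sizes were 5 (from 3) for SigB. The correlations in high light were 0.577 (from 0.494) for ΔsigB with ΔsigBCE, 0.46 (from 0.263) for ΔsigB with ΔsigD and 0.503 (from 0.428) for ΔsigBCE with ΔsigCDE. Regulon genes shared by both stresses: 5 (from 3) for SigB.

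With 6 libraries per fit, in the standard condition, the genes called numbered 6 (from 19) for ΔsigB, 1 (from 2) for ΔsigD and 61 (from 39) for ΔsigBCE. The regulons in the standard condition held 1 (from 3) for SigB, 1 (from 2) for SigD and 8 (from 5) for SigC or SigE. Genes called at high temperature: 3 (from 0) for ΔsigD and 14 (from 23) for ΔsigCDE. At high temperature, regulon sizes were 1 (from 0) for SigD and 8 (from 16) for SigC or SigE. The calls in high light were 2 (from 8) for ΔsigB. Correlations in high light: 0.442 (from 0.494) for ΔsigB with ΔsigBCE and 0.584 (from 0.501) for ΔsigD with ΔsigCDE. Both stresses shared, in regulon genes, 0 (from 3) for SigB and 2 (from 6) for SigC or SigE.

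With the replicate number as a block, the calls at high temperature were 5 (from 9) for ΔsigB. Regulon sizes at high temperature: 5 (from 9) for SigB and 9 (from 16) for SigC or SigE. In high light, regulon sizes were 5 (from 3) for SigB and 34 (from 18) for SigC or SigE. Genes whose effect differed between high temperature and high light: 2 (from 0) for ΔsigD.

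With 45 libraries in the fit, genes whose effect differed between high temperature and high light: 16 (from 0) for ΔsigBCE and 5 (from 2) for ΔsigCDE.

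At unadjusted p values, in the standard condition, the genes called numbered 80 (from 19) for ΔsigB, 58 (from 2) for ΔsigD, 136 (from 39) for ΔsigBCE, 187 (from 25) for ΔsigCDE and 338 (from 72) for at least 1 mutant. The regulons in the standard condition held 22 (from 3) for SigB, 18 (from 2) for SigD and 52 (from 5) for SigC or SigE. Genes called at high temperature: 87 (from 9) for ΔsigB, 40 (from 0) for ΔsigD, 215 (from 23) for ΔsigCDE and 623 (from 350) for at least 1 mutant. At high temperature, regulon sizes were 73 (from 9) for SigB, 19 (from 0) for SigD and 158 (from 16) for SigC or SigE. The calls in high light were 60 (from 8) for ΔsigB, 102 (from 35) for ΔsigD, 148 (from 70) for ΔsigBCE, 271 (from 139) for ΔsigCDE and 455 (from 209) for at least 1 mutant. Regulon sizes in high light: 29 (from 3) for SigB, 80 (from 29) for SigD and 59 (from 18) for SigC or SigE. Both stresses shared, in regulon genes, 5 (from 3) for SigB, 1 (from 0) for SigD and 17 (from 6) for SigC or SigE. Genes whose effect differed between high temperature and high light: 127 (from 0) for ΔsigB, 181 (from 0) for ΔsigD, 334 (from 0) for ΔsigBCE and 311 (from 2) for ΔsigCDE.

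With DESeq2 and unadjusted p values, genes called in the standard condition: 77 (from 19) for ΔsigB, 56 (from 2) for ΔsigD, 138 (from 39) for ΔsigBCE, 182 (from 25) for ΔsigCDE and 338 (from 72) for at least 1 mutant. In the standard condition, regulon sizes were 22 (from 3) for SigB, 14 (from 2) for SigD and 46 (from 5) for SigC or SigE. The calls at high temperature were 80 (from 9) for ΔsigB, 39 (from 0) for ΔsigD, 203 (from 23) for ΔsigCDE and 608 (from 350) for at least 1 mutant. Regulon sizes at high temperature: 61 (from 9) for SigB, 15 (from 0) for SigD and 133 (from 16) for SigC or SigE. In high light, the genes called numbered 52 (from 8) for ΔsigB, 97 (from 35) for ΔsigD, 158 (from 70) for ΔsigBCE, 276 (from 139) for ΔsigCDE and 455 (from 209) for at least 1 mutant. The regulons in high light held 16 (from 3) for SigB, 74 (from 29) for SigD and 52 (from 18) for SigC or SigE. Regulon genes shared by both stresses: 13 (from 6) for SigC or SigE.

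Thinned to equal gene reads, in the standard condition, the genes called numbered 1 (from 2) for ΔsigD. The regulons in the standard condition held 5 (from 3) for SigB and 1 (from 2) for SigD. Correlations at high temperature: 0.48 (from 0.573) for ΔsigB with ΔsigBCE. In high light, the genes called numbered 5 (from 8) for ΔsigB. The correlations in high light were 0.41 (from 0.494) for ΔsigB with ΔsigBCE, 0.554 (from 0.501) for ΔsigD with ΔsigCDE and 0.185 (from 0.263) for ΔsigB with ΔsigD. Regulon genes shared by both stresses: 3 (from 6) for SigC or SigE.

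With the file name digit as covariate, in the standard condition, the genes called numbered 7 (from 19) for ΔsigB and 1 (from 2) for ΔsigD. The regulons in the standard condition held 1 (from 2) for SigD. Genes called at high temperature: 5 (from 9) for ΔsigB, 186 (from 340) for ΔsigBCE, 15 (from 23) for ΔsigCDE and 191 (from 350) for at least 1 mutant. At high temperature, regulon sizes were 5 (from 9) for SigB and 10 (from 16) for SigC or SigE. The correlations at high temperature were 0.668 (from 0.573) for ΔsigB with ΔsigBCE, 0.415 (from 0.35) for ΔsigD with ΔsigCDE and 0.696 (from 0.588) for ΔsigBCE with ΔsigCDE. Regulon sizes in high light: 11 (from 18) for SigC or SigE. Both stresses shared, in regulon genes, 3 (from 6) for SigC or SigE.

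With the 5 features that had at most 1 read over the ΔsigB and ΔsigBCE libraries left out, the calls at high temperature were 5 (from 9) for ΔsigB. Regulon sizes at high temperature: 5 (from 9) for SigB. At high temperature, correlations were 0.497 (from 0.573) for ΔsigB with ΔsigBCE. The calls in high light were 5 (from 8) for ΔsigB. Regulon sizes in high light: 0 (from 3) for SigB. In high light, correlations were 0.377 (from 0.494) for ΔsigB with ΔsigBCE. The shared regulon genes of both stresses numbered 0 (from 3) for SigB.

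Under DESeq2 with a fold change prior, correlations in the standard condition: 0.537 (from 0.599) for ΔsigB with ΔsigBCE. At high temperature, the genes called numbered 14 (from 9) for ΔsigB. The regulons at high temperature held 15 (from 9) for SigB. Correlations at high temperature: 0.511 (from 0.573) for ΔsigB with ΔsigBCE. In high light, the genes called numbered 13 (from 8) for ΔsigB and 23 (from 35) for ΔsigD. The regulons in high light held 6 (from 3) for SigB. Correlations in high light: 0.427 (from 0.494) for ΔsigB with ΔsigBCE. Both stresses shared, in regulon genes, 1 (from 3) for SigB.

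Under DESeq2 with a fold change prior and unadjusted p, the calls in the standard condition were 8 (from 2) for ΔsigD and 39 (from 25) for ΔsigCDE. Regulon sizes in the standard condition: 4 (from 2) for SigD and 12 (from 5) for SigC or SigE. At high temperature, the genes called numbered 33 (from 9) for ΔsigB, 16 (from 0) for ΔsigD and 101 (from 23) for ΔsigCDE. The regulons at high temperature held 47 (from 9) for SigB, 6 (from 0) for SigD and 103 (from 16) for SigC or SigE. Genes called in high light: 25 (from 8) for ΔsigB. In high light, regulon sizes were 9 (from 3) for SigB, 50 (from 29) for SigD and 39 (from 18) for SigC or SigE. The shared regulon genes of both stresses numbered 11 (from 6) for SigC or SigE.

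With each library left out in turn, the lowest and highest values were as follows. Genes called in the standard condition: 3 to 20 for ΔsigB, 1 to 9 for ΔsigD, 12 to 52 for ΔsigBCE, 9 to 79 for ΔsigCDE and 23 to 127 for at least 1 mutant. In the standard condition, regulon sizes were 1 to 3 for SigB, 1 to 3 for SigD and 2 to 11 for SigC or SigE. The correlations in the standard condition were 0.518 to 0.677 for ΔsigB with ΔsigBCE, 0.346 to 0.683 for ΔsigD with ΔsigCDE, 0.409 to 0.691 for ΔsigB with ΔsigD and 0.502 to 0.663 for ΔsigBCE with ΔsigCDE. Genes called at high temperature: 4 to 27 for ΔsigB, 0 to 1 for ΔsigD, 140 to 581 for ΔsigBCE, 2 to 245 for ΔsigCDE and 155 to 619 for at least 1 mutant. At high temperature, regulon sizes were 4 to 23 for SigB, 0 throughout for SigD and 1 to 119 for SigC or SigE. The correlations at high temperature were 0.437 to 0.626 for ΔsigB with ΔsigBCE, 0.223 to 0.457 for ΔsigD with ΔsigCDE, 0.247 to 0.466 for ΔsigB with ΔsigD and 0.532 to 0.64 for ΔsigBCE with ΔsigCDE. Genes called in high light: 3 to 22 for ΔsigB, 21 to 44 for ΔsigD, 35 to 77 for ΔsigBCE, 73 to 154 for ΔsigCDE and 137 to 228 for at least 1 mutant. In high light, regulon sizes were 2 to 8 for SigB, 12 to 33 for SigD and 5 to 21 for SigC or SigE. The correlations in high light were 0.402 to 0.574 for ΔsigB with ΔsigBCE, 0.416 to 0.597 for ΔsigD with ΔsigCDE, 0.139 to 0.459 for ΔsigB with ΔsigD and 0.363 to 0.515 for ΔsigBCE with ΔsigCDE. Regulon genes shared by both stresses: 2 to 5 for SigB, 0 throughout for SigD and 1 to 7 for SigC or SigE. Genes whose effect differed between high temperature and high light: 0 throughout for ΔsigB, 0 to 9 for ΔsigD, 0 to 147 for ΔsigBCE and 0 to 113 for ΔsigCDE. Genes whose effect differed between high temperature and the standard condition: 0 throughout for ΔsigB, 0 to 3 for ΔsigD, 0 to 59 for ΔsigBCE and 0 to 12 for ΔsigCDE. In CS, 161 to 326 genes were called at high temperature and 117 to 221 in high light. The log2 fold change of AGF52191-1 lay between 2.92 and 3.51 and its adjusted p between 0.00106 and 0.064 with DESeq2, RLE normalization, no filter, the replicate block and each library left out, the alternatives run for it. A group with 1 library left out still held 2.

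Small effects were often missed. In simulated counts, 22% to 50% of the genes changed 2-fold in a mutant were found, against 74% to 88% of those with a log2 change of 2. For a difference between the stresses these shares were 6% to 9% and 61% to 73%. With group means removed, libraries with the same replicate number had a mean correlation of 0.0259 between strains and 0.0136 between conditions. Every such correlation was over 0.1 in 0 of 12 pairs of CS with a mutant and 0 of 15 pairs of conditions, so the numbers do not pair the groups that were compared. It was in 2 of 18 pairs of mutants, ΔsigB with ΔsigBCE in the standard condition (mean 0.202) and ΔsigBCE with ΔsigCDE in high light (0.196), against 3 of 90 other ways to match their libraries. A batch common to these pairs is therefore not excluded, and the SigC or SigE regulon in high light held 34 genes with the block instead of 18. With the 5 features left out, the SigB regulon in high light was empty by edgeR's adjusted test, so its ratio to the one at high temperature has no value there (29 genes at an unadjusted p under 0.05 with them in, 6 by DESeq2). The planned tests of household gene classes were not run, because the IDs are not paired with products. AGF52191-1 was not tested with 6 libraries per fit.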

Differences from the paper's values

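The tests with libraries thinned to equal gene reads, with the file name digit, with 5 features without reads left out and with DESeq2's fold change prior were chosen only after the result was seen. A value counts as reached when it is within 1.5 times the paper's. Where a setting is not named beside a value, it did not reach it, and all settings were set before the data were examined except where a sentence says otherwise. Replicates are those of the condition compared. How many of the paper's own genes a setting drops cannot be counted, as the IDs are not paired with gene names. The paper leaves the inactivated σ factor genes out of its counts, and here they were not removed.

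Genes called in at least 1 mutant in the standard condition came to 72, against the paper's 43, which the values 58 without CS replicate 1, 33 without CS replicate 3, 50 without ΔsigB replicate 3, 54 without ΔsigBCE replicate 1, 62 without ΔsigBCE replicate 2, 47 without ΔsigBCE replicate 3, 53 without ΔsigCDE replicate 1 and 57 without ΔsigCDE replicate 3 reached; so did, chosen after seeing the values, 60 with thinning to equal reads and 49 with the digit as covariate. Genes called in ΔsigB in the standard condition came to 19, against the paper's 12, which the values 17 with the replicate block, 10 without ΔsigB replicate 1, 18 without ΔsigD replicate 1, 16 without ΔsigD replicate 2, 16 without ΔsigD replicate 3, 16 without ΔsigBCE replicate 1, 16 without ΔsigBCE replicate 2, 14 without ΔsigBCE replicate 3, 16 without ΔsigCDE replicate 1 and 16 without ΔsigCDE replicate 3 reached; so did, chosen after seeing the values, 13 with thinning to equal reads, 18 with DESeq2's fold change prior and 18 with 5 features without reads left out. Genes called in ΔsigD in the standard condition came to 2, against the paper's 5, which no setting set before the data were examined reached. Genes called in ΔsigBCE in the standard condition came to 39, against the paper's 18, which the values 19 without CS replicate 1, 12 without CS replicate 2, 25 without CS replicate 3, 13 without ΔsigBCE replicate 1, 24 without ΔsigBCE replicate 2 and 18 without ΔsigBCE replicate 3 reached. Genes called in at least 1 mutant at high temperature came to 350, against the paper's 221, which the values 300 with DESeq2, 246 with 6 libraries per fit, 297 with the replicate block, 166 without CS replicate 1, 313 without CS replicate 2, 198 without CS replicate 3, 330 without ΔsigB replicate 1, 172 without ΔsigBCE replicate 2 and 155 without ΔsigBCE replicate 3 reached; so did, chosen after seeing the values, 273 with thinning to equal reads, 191 with the digit as covariate and 259 with DESeq2's fold change prior. Genes called in ΔsigB at high temperature came to 9, against the paper's 25, which the values 17 with DESeq2 and 27 without ΔsigBCE replicate 1 reached; so did, chosen after seeing the values, 33 with DESeq2's prior with unadjusted p. Genes called in ΔsigD at high temperature came to 0, against the paper's 7, which no setting set before the data were examined reached. Genes called in ΔsigBCE at high temperature came to 340, against the paper's 172, which the values 236 with 6 libraries per fit, 165 without CS replicate 1, 191 without CS replicate 3, 161 without ΔsigBCE replicate 2 and 140 without ΔsigBCE replicate 3 reached; so did, chosen after seeing the values, 186 with the digit as covariate and 240 with DESeq2's fold change prior. Genes called in ΔsigCDE at high temperature came to 23, against the paper's 51, which the values 34 with DESeq2 and 76 without ΔsigBCE replicate 1 reached.

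SigC or SigE regulon size at high temperature came to 16, against the paper's 58, which the value 50 without ΔsigBCE replicate 1 reached. Genes of the SigC or SigE regulon with higher expression at high temperature came to 2, against the paper's 27, which the value 18 without ΔsigBCE replicate 1 reached. Genes of the SigC or SigE regulon with lower expression at high temperature came to 14, against the paper's 31, which the value 32 without ΔsigBCE replicate 1 reached; so did, chosen after seeing the values, 43 with DESeq2's prior with unadjusted p. SigB regulon size at high temperature came to 9, against the paper's 36, which no setting set before the data were examined reached, though, chosen after seeing the values, 47 with DESeq2's prior with unadjusted p did. SigB and SigD regulons together at high temperature came to 9, against the paper's 42, which no setting set before the data were examined reached, though, chosen after seeing the values, 53 with DESeq2's prior with unadjusted p did. Up-regulated genes in ΔsigB in high light came to 1, against the paper's 5, which the value 5 with DESeq2 reached; so did, chosen after seeing the values, 5 with DESeq2's fold change prior. Up-regulated genes in ΔsigBCE in high light came to 15, against the paper's 9, which the values 13 with DESeq2, 13 with RLE normalization, 13 with 6 libraries per fit, 6 without CS replicate 1, 8 without CS replicate 2, 11 without ΔsigD replicate 1, 12 without ΔsigD replicate 2, 6 without ΔsigBCE replicate 1, 12 without ΔsigBCE replicate 2, 7 without ΔsigBCE replicate 3, 9 without ΔsigCDE replicate 1, 13 without ΔsigCDE replicate 2 and 10 without ΔsigCDE replicate 3 reached; so did, chosen after seeing the values, 12 with thinning to equal reads, 12 with the digit as covariate, 9 with DESeq2's fold change prior and 12 with DESeq2's prior with unadjusted p. Up-regulated genes in ΔsigCDE in high light came to 57, against the paper's 34, which the values 44 with 6 libraries per fit, 39 without CS replicate 1, 47 without CS replicate 2, 42 without CS replicate 3, 50 without ΔsigBCE replicate 2, 28 without ΔsigCDE replicate 1 and 32 without ΔsigCDE replicate 3 reached; so did, chosen after seeing the values, 47 with thinning to equal reads, 39 with DESeq2's fold change prior and 46 with DESeq2's prior with unadjusted p. Genes of the SigC or SigE regulon with lower expression in high light came to 14, against the paper's 23, which the values 16 with 6 libraries per fit, 26 with the replicate block and 17 without ΔsigB replicate 2 reached; so did, chosen after seeing the values, 28 with DESeq2's prior with unadjusted p. Genes of the SigC or SigE regulon with higher expression in high light came to 4, against the paper's 7, which the values 8 with the replicate block and 5 without ΔsigB replicate 3 reached.

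SigD regulon genes with lower expression in high light came to 24, against the paper's 51, which the values 58 with unadjusted p and 55 with DESeq2 with unadjusted p reached; so did, chosen after seeing the values, 41 with DESeq2's prior with unadjusted p. SigD regulon genes with higher expression in high light came to 5, against the paper's 11, which no setting set before the data were examined reached, though, chosen after seeing the values, 9 with DESeq2's prior with unadjusted p did. Genes of the SigC or SigE regulon with lower expression in the standard condition came to 4, against the paper's 9, which the values 6 with 6 libraries per fit, 6 with the replicate block, 6 without ΔsigB replicate 1, 6 without ΔsigB replicate 2, 8 without ΔsigD replicate 1 and 7 without ΔsigCDE replicate 2 reached; so did, chosen after seeing the values, 9 with DESeq2's prior with unadjusted p. Genes lower in all 4 mutants in the standard condition came to 0, against the paper's 2, which no setting set before the data were examined reached. SigC or SigE regulon genes of high light also lower at high temperature came to 5, against the paper's 1, which the values 1 with 6 libraries per fit, 1 without ΔsigCDE high temperature replicate 2, 1 without CS high light replicate 3 and 1 without ΔsigCDE high light replicate 1 reached. SigC or SigE regulon genes of high light also higher at high temperature came to 1, against the paper's 6, which no setting set before the data were examined reached. SigB regulon genes of high light also in the high temperature regulon came to 3, against the paper's 1, which the value 1 with DESeq2 reached; so did, chosen after seeing the values, 1 with DESeq2's fold change prior. SigB regulon at high temperature over SigB regulon in high light came to 3, against the paper's 7, which the values 7.67 without ΔsigBCE high temperature replicate 1 and 5 without ΔsigCDE high temperature replicate 3 reached; so did, chosen after seeing the values, 5.22 with DESeq2's prior with unadjusted p.

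The paper states that more genes were differentially expressed after the heat treatment than before it in the mutants. Here this held for the genes called in at least 1 mutant (350 against 72) and for ΔsigBCE (340 against 39), and not for ΔsigB (9 against 19), ΔsigCDE (23 against 25) or ΔsigD (0 against 2). By the adjusted test of DESeq2 it held for ΔsigCDE (34 against 32) and not for ΔsigB (17 against 19). At unadjusted p values it also held for ΔsigB (87 against 80, by DESeq2 80 against 77) and ΔsigCDE (215 against 187, by DESeq2 203 against 182), and not for ΔsigD (40 against 58, by DESeq2 39 against 56). The edgeR count of ΔsigCDE at high temperature was 2 without CS replicate 1, 76 without ΔsigBCE replicate 1, 5 and 6 without its own replicates 1 and 2 and 245 without its own replicate 3, and in the standard condition 10 and 9 without CS replicates 2 and 3, 43 without ΔsigD replicate 1 and 9, 79 and 10 without its own replicates 1, 2 and 3. That of ΔsigB at high temperature was 4 without CS replicate 1 or its own replicates 1 or 3, 14 without CS replicate 2, 27 without ΔsigBCE replicate 1 and 16 without ΔsigCDE replicate 3, and in the standard condition 6 and 3 without CS replicates 2 and 3 and 10, 7 and 6 without its own replicates 1, 2 and 3. The order in these 2 mutants therefore depends on single libraries. That of ΔsigD depends on the settings. It was the paper's order with 6 libraries per fit and, chosen after seeing the values, with DESeq2's prior with unadjusted p. The paper puts most SigC or SigE genes shared by both stresses among the up-regulated ones, whereas 5 of 6 were down-regulated here. Without CS high temperature replicate 1, only 1 gene was shared, and it was up-regulated. With 6 libraries per fit, 1 was up-regulated and 1 down-regulated. The same held without ΔsigCDE high temperature replicate 2, CS high light replicate 3 or ΔsigCDE high light replicate 1. The triple mutants had more genes than the single ones in the standard condition, as in the paper, as did SigC or SigE over SigB and SigD at high temperature (16 against 9). The first order did not hold without CS replicate 1, ΔsigBCE replicate 1 or ΔsigCDE replicate 1 or 3. The other was the opposite without CS replicate 1 or ΔsigCDE replicate 1 or 2, and with 6 libraries per fit. SigB over SigD at high temperature (9 against 0) and SigD in high light over high temperature (29 against 0) also had the paper's order. The counts of 0 are from edgeR's adjusted test. At unadjusted p values ΔsigD had 40 genes at high temperature by edgeR and 39 by DESeq2 (0 adjusted), and 16 and 9 genes (0 adjusted by DESeq2) were lower in all 4 mutants in the standard condition.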

Other observations

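The tests in this part were chosen only after the result was seen, except the fits with RLE normalization, with DESeq2, at unadjusted p values and with each library left out, which were planned, as were the splits and draws of the samples in the last paragraph.

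ΔsigBCE had 340 genes called at high temperature and the next mutant, ΔsigCDE, had 23. Depth does not account for this lead, since with libraries thinned to equal gene reads the count of ΔsigBCE was still 10.4 times that of the next mutant. Without the 10 most abundant features the ratio was 15.1, and with RLE normalization also 15.1. ΔsigBCE had the most genes with each library left out, with a lowest ratio of 1.64 without ΔsigCDE high temperature replicate 3 (403 against 245). The count of ΔsigBCE was 165 and 191 without CS replicates 1 and 3 and 581, 161 and 140 without its own replicates 1, 2 and 3, and that of ΔsigCDE 2 without CS replicate 1, 76 without ΔsigBCE replicate 1 and 5 and 6 without its own replicates 1 and 2. An effect of the digit in the file names that is common to the strains does not account for the lead either, as the ratio was 12.4 with the digit as a covariate (186 against 15). With strain in the model, 0 genes varied with the digit at high temperature by the adjusted test of edgeR or DESeq2 (87 and 63 at an unadjusted p under 0.05, where 126 are expected by chance). A batch in which only CS and ΔsigBCE differ cannot be told apart from the strain, because 0 pairs of a CS and a ΔsigBCE library at high temperature share a digit. At unadjusted p values the ratio was 2.19. An effect of the mutations at high temperature stays open.

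At high temperature, ΔsigBCE replicate 1 and ΔsigCDE replicate 3 lay apart from the other libraries of their strains, with TMM factors of 0.925 (others 1.27 and 1.18) and 0.936 (others 1.43 and 1.37). The smallest gap was 0.259, and 0.255 after thinning, so depth does not account for it. Both factors lay within the 0.729 to 0.980 of the CS, ΔsigB and ΔsigD libraries at high temperature. It was the other libraries of the triple mutants that lay outside this range. A wrong strain label is argued against by the distance to CS on genes called in the strain in both other conditions, which was at least 2.64 times the distance to the strain's own libraries. A standard library labelled as heated is argued against as well, as every triple mutant library lay at least 0.595 (log2) beyond the standard libraries of its strain on genes that respond to heat in CS. A swap with a high light library was not tested. Why the libraries within a triple mutant differ was not resolved, and no biological explanation was tested.

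In high light, another division of the 6 CS and ΔsigB libraries, CS replicates 1 and 2 with ΔsigB replicate 2 against the remaining ones, called 87 genes, more than the 8 of the real one. The first group had 0.302% to 0.673% unaligned reads and the second 0.117% to 0.121%. Of the 87 genes, 73.6% moved the same way with the share of unaligned reads in the 9 libraries of the other mutants, and 47 of 216 orderings of these libraries within strains, the real one included, gave as large a share (exact permutation p = 0.218, one-sided). No gene varied with this share by edgeR's adjusted test over 15 libraries (151 at an unadjusted p under 0.05; DESeq2 was not run). A batch of this kind cannot be told apart from chance with so few libraries, and 5 genes were called in ΔsigB with the share as a covariate. No biological explanation was tested.

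The p values in the paper's Tables S1 to S3 may be unadjusted. The standard errors that fold changes and p values imply varied over the 4 mutants of a gene with a median coefficient of 0.0262, 0.0256 and 0.0367 in the 3 tables. In these libraries DESeq2 gave 0.0272, 0.0331 and 0.0452 with unadjusted p values and 0.754, 0.656 and 1.39 with adjusted ones. In the tables, 12 of 126, 49 of 484 and 96 of 591 genes had no p under 0.05 in any mutant.

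All 3 genes of the SigB regulon in high light, AGF53826-1, AGF53827-1 and AGF53828-1, had 0 reads in the 18 libraries of ΔsigB and ΔsigBCE. With AGF53824-1 and AGF53825-1 they make 5 features with consecutive IDs, the highest of the series, that had 331 reads in CS, 284 in ΔsigD and 387 in ΔsigCDE. Depth does not account for their absence, since their share in CS predicts 1187 reads in the 18 libraries, where 1 was found. AGF53824-1 and AGF53825-1, which are not in that regulon, had 1 read there against 252 predicted, as a stretch of DNA missing in both strains would give. The 5 IDs before them did have reads in both mutants, 1900 in ΔsigB and 1670 in ΔsigBCE against 1515 in CS. These are raw sums and do not compare levels. The median library of both mutants had more reads on genes than that of CS in each condition. In the other pairs of mutants, 0 features were absent from both with at least 5 reads in each other strain. A complete dependence of these features on SigB would give the same counts and stays open, and the positions of the IDs are not given. Without the 5 features, edgeR placed 2 genes in the SigB regulon of the standard condition, 5 at high temperature and 0 in high light (22, 73 and 29 at an unadjusted p under 0.05 with them in, and 4, 15 and 6 by DESeq2, none of them among the 5). Their absence by DESeq2 is not evidence against a fall, since genes without an adjusted p counted as unchanged.

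For every mutant against CS and for both treatments of CS, 10 splits into 3 and 3 libraries are possible, so chance cannot be excluded by splits in any of them. Only the real split gave as many genes in all of these except 2 of 10 in ΔsigB in high light and 10 of 10 in ΔsigD at high temperature, where edgeR called 0 genes (109 at an unadjusted p under 0.05 with a change of any size, 0 by DESeq2) and every split gives as many by construction. For counts over all 15 libraries, 100 draws of the strain labels were made. A draw mixes the libraries of all strains, so the draws test only whether no strain differs from any other. Real differences between strains then widen the spread within the drawn groups and can lower their counts. The genes called in at least 1 mutant argue against chance in that sense only. In the standard condition, at high temperature and in high light, 2, 2 and 1 of 100 draws, the real labels included, gave as many. For a single regulon the draws cannot exclude chance. As large a SigB regulon came in 3, 3 and 1 draws, and as large a SigC or SigE regulon in 1 draw in each condition. As large a SigD regulon came in 1 draw in the standard condition and 1 in high light. At high temperature that regulon was empty by edgeR (19 genes at unadjusted p values, 0 by DESeq2), so all 100 of 100 draws give as many by construction and the draws say nothing. A few other draws gave more than the real labels. These were 187 genes against 72 and a SigB regulon of 4 against 3 in the standard condition, and 401 genes against 350 and SigB regulons of 10 and 55 against 9 at high temperature. The draw with 401 genes set CS replicates 1 and 3 and ΔsigD replicate 1 against ΔsigBCE replicates 2 and 3 and ΔsigCDE replicate 1, which differ in the digit of the file names as the real groups do, and ΔsigBCE had 186 genes with that digit as a covariate. The draw with 187 genes set ΔsigB replicate 1 and ΔsigBCE replicates 1 and 3 against ΔsigD replicate 1 and ΔsigCDE replicates 1 and 3. In high light, the SigB regulon consists of the 3 features without reads described above. Features with at most 1 read over the ΔsigB and ΔsigBCE libraries are also 1 of its 3 genes in the standard condition and 4 of 9 at high temperature. The draws were not made without them, so they do not exclude chance for the other SigB genes. For the differences between conditions, the draws are informative only for ΔsigCDE between the stresses (3 of 25). Wherever edgeR found 0 genes, 25 of 25 draws give as many by construction.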
